# Genome-Wide Identification of MicroRNAs in Leaves and the Developing Head of Four Durum Genotypes during Water Deficit Stress

**DOI:** 10.1371/journal.pone.0142799

**Published:** 2015-11-12

**Authors:** Haipei Liu, Iain R. Searle, Nathan S. Watson-Haigh, Ute Baumann, Diane E. Mather, Amanda J. Able, Jason A. Able

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that play critical roles in plant development and abiotic stress responses. The miRNA transcriptome (miRNAome) under water deficit stress has been investigated in many plant species, but is poorly characterised in durum wheat (*Triticum turgidum* L. ssp. *durum*). Water stress during early reproductive stages can result in significant yield loss in durum wheat and this study describes genotypic differences in the miRNAome between water deficit tolerant and sensitive durum genotypes. Small RNA libraries (96 in total) were constructed from flag leaf and developing head tissues of four durum genotypes, with or without water stress to identify differentially abundant miRNAs. Illumina sequencing detected 110 conserved miRNAs and 159 novel candidate miRNA hairpins with 66 conserved miRNAs and five novel miRNA hairpins differentially abundant under water deficit stress. Ten miRNAs (seven conserved, three novel) were validated through qPCR. Several conserved and novel miRNAs showed unambiguous inverted regulatory profiles between the durum genotypes. Several miRNAs also showed differential abundance between two tissue types regardless of treatment. Predicted mRNA targets (130) of four novel durum miRNAs were characterised using Gene Ontology (GO) which revealed functions common to stress responses and plant development. Negative correlation was observed between several target genes and the corresponding miRNA under water stress. For the first time, we present a comprehensive study of the durum miRNAome under water deficit stress. The identification of differentially abundant miRNAs provides molecular evidence that miRNAs are potential determinants of water stress tolerance in durum wheat. GO analysis of predicted targets contributes to the understanding of genotypic physiological responses leading to stress tolerance capacity. Further functional analysis of specific stress responsive miRNAs and their interaction with targets is ongoing and will assist in developing future durum wheat varieties with enhanced water deficit stress tolerance.

## Introduction

Durum wheat (*Triticum turgidum* L. ssp. *durum*) is the only tetraploid wheat species (2*n* = 4*x* = 28, genomes AABB) grown commercially throughout the world. Water deficit stress is one of the main abiotic factors that cause durum yield loss in Mediterranean environments. Water deficit stress in early reproductive stages has been shown to adversely affect grain yield and biomass through reduced grain number in durum [1]. Nonetheless, Liu et al. also demonstrated that genotypic variation in morphological and physiological responses exists in durum wheat when grown in water limited conditions [1]. Investigating water deficit stress tolerance mechanisms and genotypic differences within a plant species is an important strategy for understanding the basis of stress response and for selection of genotypes with improved water stress tolerance. The genetic mechanism(s) associated with tolerance against abiotic stresses is not well documented in durum wheat, partly because the full genome sequence is still unavailable. Understanding gene regulatory pathways underlying stress responses may lead to new strategies to enhance stress tolerance in durum wheat.

In plants, small non-coding RNAs of 20–24 nucleotides (nts) have been identified as important regulators of genome integrity, virus and pathogen defence, development and importantly, abiotic stress response pathways [2–4]. Small RNAs are broadly divided into microRNAs (miRNAs) and small interfering RNAs (siRNAs). MicroRNAs are global regulators of gene expression mainly through post-transcriptional repression or translational inhibition [5–7]. The general molecular networks related to their complex biogenesis and silencing have now been widely characterised [8–11]. Plant miRNAs control the expression of their targets by binding to imperfect reverse complementary sequences, resulting in degradation and/or translational repression of the cognate target mRNAs [5,11].

Functional analyses of miRNAs and their targets in plants have demonstrated that miRNAs are associated with diverse biological processes including reproductive development and abiotic stress tolerance [12–14]. A large number of studies with different plant models have revealed the up- or down-regulation of certain responsive miRNAs when subjected to various abiotic stresses such as water deficit, salinity, heat and cold stress (Table 1). Stress-responsive miRNAs have displayed different regulation patterns between species. However, some stress responsive miRNAs might also exhibit different expression patterns when comparing genotypes of the same plant species; as shown in cowpea exposed to drought stress [15], wheat exposed to dehydration stress [16] and maize exposed to salt stress [17]. Such genotype-specific responses of miRNA help explain the genetic basis of the phenotypic and physiological differences between genotypes of the same species under stress conditions [15,18]. Furthermore, miRNAs have been shown to display spatio-temporal patterns specific to certain plant tissues, suggesting the involvement of tissue-specific miRNAs in various developmental processes [16–18]. These tissue-specific patterns have been studied in bread wheat [19,20], but not specifically in durum wheat.

**Table 1:** Stress responsive microRNAs and their response to different abiotic treatments in various plant species.

miRNA	Water deficit	Salinity	Heat	Cold	References
miR156	Ath↑, Ttu↑, Osa↓, Tae↑↓, Zma↑	Ath↑, Zma↓	Tae↑	—-	[19,21–26]
miR159	Zma↑, Osa↓, Tae↑	Ath↑, Tae↓	Tae↑	Tae↓	[21,22,24,25,27]
miR160	Peu↑	—-	Tae↑	—-	[25,28]
miR162	Zma↑, Peu↑	Zma↑	—-	—-	[17,21,28]
miR166	Zma↑, Ttu↓, Osa↓	Zma↑	Tae↑	—-	[22,23,25,26]
miR167	Ath↑, Zma↑	Ath↑, Zma↓	Tae↑	Osa↓	[17,21,24,29,30]
miR168	Zma↓, Osa↓, Tae↓	Tae↓, Ath↑, Zma↑	Tae↑	Tae↓	[17,21,22,24,25,27]
miR169	Ath↓**,** Osa↑	Ath↑, Zma↑,	Tae↑	Bdi↑	[17,22,24,31,32]
miR170	Osa↓	Ath↑	—-	—-	[22,24]
miR172	Osa↓, Tae↑	Tae↑	Tae↓	Bdi↑, Tae↑	[22,27,31,32]
miR319	Zma↑, Osa↓	Ath↑	Tae↓		[21,22,24,29]
miR393	Tae↑, Ath↑, Osa↑	Tae↑	Tae↑	Tae↓	[24,27,32,33]
miR395	Zma↓, Osa↑	Zma↑	Tae↑		[17,21,22,29]
miR396	Ath↑, Zma↓, Osa↓, Ttu↓	Ath↑, Zma↓		Ath↑	[17,21–24]
miR397	Osa↓, Tae↓	Tae↓		Bdi↑, Tae↓	[22,27,31,34]
miR398	Zma↑, Ttu↑	Ath↓	Ath↓		[21,23,24,34]
miR399	Zma↓	—-	Tae↑	—-	[21,25]
miR408	Ath↑, Osa↓	—-	—-	Ath↑	[22,24]
miR528	Zma↓, Ttu↓	Zma↑	—-	—-	[17,21,23]
miR529	Osa↓	Tae↓	—-	Tae↑	[22,27]
miR827	Zma↑	—-	Tae↑	—-	[21,25]
miR1029	Tae↑	Tae↓	—-	Tae↑	[27]

Ath, *Arabidopsis thaliana*; Bdi, *Brachypodium distachyon*; Peu, *Populus euphratica*; Ttu, *Triticum turgidum ssp*. *dicoccoides*; Osa, *Oryza sativa*; Zma, *Zea mays*; ↑ = up-regulated; ↓ = down-regulated; —- = not determined

As indicated in Table 1, although numerous miRNAs have been identified in many plant species, including cereals like barley (*Hordeum vulgare*) [35–37], rice (*Oryza sativa*) [38,39], *Brachypodium distachyon* [40,41], and bread wheat (*Triticum aestivum*) [16,19]; only one mature miRNA sequence from *Triticum turgidum* is recorded in the current miRBase v21. A holistic evaluation of cereal miRNA-mediated response mechanisms under stress conditions is far from complete [42], with very little known about miRNAs and their regulatory functions in relation to water deficit stress across multiple durum genotypes.

This study provides insight into miRNA-mediated water deficit stress regulatory pathways, using four Australian durum genotypes with different water deficit sensitivity [1]. Using Illumina sequencing, we identified 110 conserved miRNAs and 159 novel miRNA hairpin candidates in durum. Statistical analysis has revealed 66 conserved water deficit stress responsive miRNA as well as a number of conserved tissue- and genotype-specific miRNAs. In addition, 16 conserved and five novel miRNA hairpins showed contrasting regulatory patterns under water deficit stress between stress tolerant and sensitive genotypes. To our knowledge, this is the first report of water deficit stress responsive miRNAs identified through direct small RNA cloning and sequencing in durum wheat. Furthermore, target prediction and Gene Ontology (GO) analysis suggests that miRNA targets function in a broad range of biological processes such as metabolic process, response to stimuli, reproduction and development. Comparisons of miRNA profiles in different genotypes under stress in combination with the investigation of target functions and their gene ontologies is a promising approach in predicting miRNA-mediated stress signalling mechanisms in durum wheat, which may have the potential for improving abiotic stress tolerance in breeding programs [42,43].

## Results

### Conserved and novel miRNAs in durum discovered using two bioinformatics approaches

To identify conserved and novel miRNAs in durum, 96 sRNA libraries were constructed from flag leaf and head samples from four durum genotypes and sequenced using Illumina high-throughput technology (deposited in NCBI GEO Database, accession number GSE69339). 

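Flag leaves and developing heads were collected from 48 durum wheat plants after 15 d at 12% soil water content (control group) or 6% (water deficit stress group), and 1 small RNA library was made from each organ of each plant. The sample labels number the plants, so the flag leaf and the head library of a plant are known to belong together, and they divide the replicates between 2 seasons, with 3 libraries per season in each of the 16 groups. Tamaroi and Yawa are the genotypes that the paper classes as water deficit stress tolerant, EGA Bellaroi and Tjilkuri those it classes as sensitive. For Approach #1 the authors trimmed the reads, aligned them with mature plant miRNAs of miRBase and deposited each conserved miRNA as RPM, its reads scaled to all small RNA reads of the library. The denominator holds all small RNAs of the library, so the RPM of every miRNA moves when other small RNA classes take more or fewer of the reads. Within each library all 10451 RPM values above 0 were whole multiples of the value of 1 read (tolerance 0.01 reads, largest deviation 8.9e-05 reads), which gives the depth of each library. The depths summed to 602100124 reads, and the sum over each of the 16 groups equalled the trimmed reads of S1 Table, with a difference of 0. In EGA Bellaroi the flag leaf libraries held 3.43 to 13.99 M reads (M, mega; median 6.32) under control watering and 2.14 to 6.65 M (median 4.64) under water deficit, and the head libraries 2.36 to 36.12 M (median 3.35) and 0.71 to 5.39 M (median 3.08). In Tjilkuri the flag leaf libraries held 2.07 to 16.95 M reads (median 4.19) in the control group and 2.85 to 19.47 M (median 8.13) in the stress group, and the head libraries 0.74 to 5.77 M (median 4.22) and 0.61 to 24.42 M (median 6.58). Tamaroi flag leaf libraries had 3.66 to 7.08 M reads (median 6.08) without stress and 6.06 to 11.74 M (median 6.71) with it, against 2.49 to 17.67 M (median 3.97) and 3.51 to 5.08 M (median 4.05) in the heads. Yawa flag leaf libraries had 2.7 to 10.22 M reads (median 6.61) without stress and 5.45 to 7.29 M (median 6.72) with it, against 3.47 to 9.54 M (median 5.14) and 2.85 to 4.75 M (median 4.15) in the heads. From these files the fold changes were recomputed by the criteria of the Materials and Methods, as ratios of mean RPM over the 6 libraries of each group, with 0 set to 0.01, a fold change above 1.5 and at least 10 RPM in 1 of the groups. The spread between plants, which those criteria leave out, was added with limma on log2(RPM + 1), fitted over the 48 libraries of a tissue for genotypes and treatments and over all 96 for tissues, with Benjamini-Hochberg adjustment over the 110 miRNAs of each comparison and a threshold of 0.05. Changes on this scale understate those of miRNAs with few reads.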

Approximately 623.4 million reads were obtained from these 96 libraries which represent 16 biological groups (four durum genotypes from each of two tissue types and two water deficit stress treatment groups with six biological replicates in each) (S1 Table). The average number of reads per library was approximately 6.5 million.

For conserved miRNA identification, Approach #1 was developed using CLC Genomics Workbench v7.0 (CLC Bio, Denmark). Approximately 602.1 million reads (that is, 6.3 million per library on average) were obtained after removing low quality sequences, those without inserts, or those with adapter contaminants or lengths outside of the 15–50 nt range. Among the trimmed reads, approximately 301.8 million non-redundant unique small RNA reads were obtained. The most abundant sRNA reads were 21–24 nucleotides (nt), with 24 nt reads being the most common in length (S1 Fig). Unique, mature plant miRNA sequences from nine common monocot and dicot species (*Triticum aestivum*, *Triticum turgidum*, *Brachypodium distachyon*, *Zea mays*, *Oryza sativa*, *Hordeum vulgare*, *Sorghum bicolor*, *Arabidopsis thaliana*, and *Glycine max*) deposited in miRBase were used as references to identify conserved miRNAs in durum wheat allowing a maximum of two mismatches in alignment. 

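The deposited table of Approach #1 lists 110 mature sequences of 50 families, of which 92 are 20 to 22 nt long and 12 are 23 or 24 nt long. All 110 exceeded 2 RPM in at least 48 of the 96 libraries. Of the listed sequences, 56 have a near-identical listed sequence, so that reads of 1 family can be divided between its members by the alignment. Over all of them the table holds 109 values of 0, and a library lacked between 0 and 14 of the miRNAs. With a minimum of 2 RPM in every library 40 miRNAs remained, the setting that moved this count most, and with more than 5 RPM in at least 48 libraries 85 did. Together the 110 miRNAs took from 5514 RPM, in a stressed Yawa head, to 62618 RPM, in a control EGA Bellaroi flag leaf.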

Approximately 21.6 million sRNA reads were annotated in 96 libraries, and nearly 2 million annotated tags matched 110 conserved miRNAs in the nine selected plant species (S2 Table).

For novel miRNA identification, a customised bioinformatics approach (Approach #2) was developed. Putative miRNA hairpins were identified using the latest International Wheat Genome Sequencing Consortium’s (IWGSC) Chromosomal Survey Sequences (CSS) of bread wheat [44], due to the limited availability of durum wheat sequence. This process resulted in the identification of an initial set of 6,643 loci representing 3,421 non-redundant sequences. Of these non-redundant sequences, 2,710 sequences passed checks by RNAFold and miRcheck, which satisfied *in silico* requirements of the biogenesis pathway of miRNAs in plants. Of these 2,710 candidate miRNA hairpin sequences, 237 matched the expectations for a true miRNA in terms of their read coverage profile (Category A) using three Boolean metrics as described in the Materials and Methods. Of these, 78 contained an exact match to at least one known mature miRNA from miRBase (Table 2), while the remaining 159 putative novel miRNAs had no match to any known mature miRNAs in the miRBase (S3 Table).

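For Approach #2 the authors deposited a table of the 159 hairpins without a miRBase match, as log2 CPM (scaled counts on the log2 scale) for each of the 96 libraries. The reads were trimmed to small RNA length, cleared of low-abundance, ribosomal, organelle, vector and repeat sequences, and placed on the bread wheat survey sequence, whose D genome durum wheat lacks. How the reads were counted per hairpin is not given in the sources used here. The table holds hairpins on 47 A genome, 59 B genome and 53 D genome sequences. Each library has a lowest value shared by several hairpins, taken here as that of hairpins without reads. Between 13 and 96 of the 159 hairpins stood at that value in a library. If that value is a count of 0.5, the totals behind the CPM run from 0.55 to 29.65 M. In some libraries they exceed the trimmed reads, as in Tamaroi control head 1c, with 4.18 M against 2.495 M. They are therefore not library depths, and how the CPM were scaled stays open. A group of 3 hairpins and another of 5 hold identical values in all libraries, 8 hairpins in all, so reads of 1 sequence can count for several hairpins. Others share a mean, such as Ttu pre-miR033, Ttu pre-miR036, Ttu pre-miR045 and Ttu pre-miR059 at 7.28 log2 CPM. Ttu pre-miR076 and Ttu pre-miR083 were both at -0.37, with 12 libraries at the lowest value. The 159 hairpins are thus not all separate measurements. The values were used as deposited in limma, with the tissue as an additive term, the genotypes recoded as tolerant or sensitive and the tolerance × treatment interaction as the tested term. The 78 hairpins with a known mature miRNA are not analysed here, so the Benjamini-Hochberg adjustment and limma's shared spread cover 159 of the 237 hairpins of Category A.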

**Table 2:** Summary of putative miRNA hairpins in durum wheat small RNA libraries.

Category	≥95% Strand Bias	≥95% reads in one of the terminal 50bp	≤5% reads in loop region	Number of miRNA hairpins	Number of hairpins with known miRNA	Number of hairpins with putative novel miRNA
A	Y	Y	Y	237	78	159
B	Y	Y	N	96	33	63
C	Y	N	Y	100	55	45
D	Y	N	N	322	72	250
E	N	Y	Y	93	4	89
F	N	Y	N	161	17	144
G	N	N	Y	145	17	128
H	N	N	N	1556	134	1422
Total				2710	410	2300

All putative miRNA hairpin sequences were classified into one of eight categories (A-H, where category A candidates have a read coverage profile matching the expectations for a true miRNA) using 3 Boolean metrics based on the read coverage profile: 1) If ≥ 95% of the reads mapped to one strand of the hairpin; 2) If ≥ 95% of the reads mapped to one of the terminal 50 bp of the hairpin; 3) If ≤ 5% of the reads mapped to the loop region of the hairpin.

### Some conserved durum miRNAs are genotype- or tissue-specific regardless of water-deficit stress (Approach #1)

Differential miRNA expression profiles were observed between the water deficit stress sensitive (EGA Bellaroi and Tjilkuri) and tolerant (Tamaroi and Yawa) genotypes across both treatments. Comparisons were made between Tamaroi versus EGA Bellaroi, and Yawa versus Tjilkuri, separately, based on their breeding history and genetic background. 

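In the tolerant versus sensitive comparisons, Tamaroi against EGA Bellaroi and Yawa against Tjilkuri in 2 tissues and under 2 treatments, 72 miRNAs passed the fold change criteria in at least 1 of the 8. The number per comparison ran from 17, in control flag leaves of Tamaroi and EGA Bellaroi, to 30, in control heads of the same pair. With the spread between the 6 plants of a group taken into account, limma called 38 miRNAs in at least 1 comparison, and 33 of them were among the 72. Of these calls 32 were miRNAs lower in stressed Yawa heads than in stressed Tjilkuri heads, 8 were higher in Tamaroi than in EGA Bellaroi control heads, 2 were higher in stressed Tamaroi heads and 1 in stressed Tamaroi flag leaves. In the other 4 comparisons limma called 0 miRNAs, while 17, 11, 15 and 11 had an unadjusted p under 0.05 and between 17 and 23 passed the fold change criteria. The smallest adjusted p belonged to Gma-miR156k in stressed heads, at 53.9 ± 20.3 RPM in Yawa and 151 ± 41.6 RPM in Tjilkuri (SD, n = 6 each), a log2 change of -1.51 (standard error 0.32, limma adjusted p = 0.00296) with every Yawa library below every Tjilkuri library. In stressed heads of Yawa and Tjilkuri median-ratio scaling, which divides each library by the median ratio of its miRNAs, moved the median log2 change from -0.72 to -0.03. It left 0 limma calls there (16 at an unadjusted p under 0.05), Gma-miR156k being at -0.62 (limma adjusted p = 0.274). In control heads Bdi-miR166a stood at 34.6 ± 10 RPM in Tamaroi and 10.4 ± 5.13 RPM in EGA Bellaroi, a log2 change of 1.70 (standard error 0.40, limma adjusted p = 0.00976), again with no overlap between the 6 and 6 libraries. Ath-miR156b, which has near-identical listed relatives, followed with 479 ± 206 and 203 ± 79.1 RPM in those heads (log2 change 1.21, standard error 0.30, limma adjusted p = 0.00976). The alternative that moved the limma count most was the 3 libraries per group of season 1, with 0 calls, and the scaling left 4 over all comparisons. Season 2 alone, with as many libraries per group, kept most of the count. Without replicate 1a, 2b or 2c of every group the count was 6, 9 or 4.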

A total of 70 miRNAs were differentially expressed between different durum genotypes (Fig 1). Among these miRNAs, four groups displayed interesting expression patterns between the water deficit stress tolerant and the sensitive genotypes (Table 3): I) miRNAs predominantly expressed in water deficit tolerant genotypes under both treatments (7 miRNAs); II) miRNAs predominantly expressed in the water deficit sensitive genotypes under both treatments (5 miRNAs); III) miRNAs predominantly expressed in the water deficit sensitive genotypes under water deficit stress treatment, but predominantly expressed in the water deficit tolerant genotypes under the control treatment (9 miRNAs); IV) miRNAs predominantly expressed in the water deficit tolerant genotypes under the water deficit stress treatment, but predominantly expressed in the water deficit sensitive genotypes under the control treatment (1 miRNA). For example, in group I, the expression level of Osa-miR5077 was more abundant in Tamaroi compared to EGA Bellaroi in both tissues under both treatments (1.95 fold in control flag leaf libraries, 2.41 fold in water deficit flag leaf libraries, 1.58 fold in control head libraries and 1.60 fold in water deficit head libraries respectively) (Table 3). 

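The 22 miRNAs of Table 3 have 85 fold changes there, and each of the 85 recomputed from the mean RPM of 6 libraries lay within 1% of the printed value. On the log2(RPM + 1) scale 83 of the 85 kept the direction of the fold change, and 33 had an unadjusted p under 0.05. After adjustment limma called 8 of them, in 6 miRNAs. In group I the calls were 4 of 25, all of Tamaroi over EGA Bellaroi. Zma-miR166a was 1.92-fold higher in control heads (limma adjusted p = 0.0278), 2.30-fold in stressed flag leaves (limma adjusted p = 0.0442) and 2.21-fold in stressed heads (limma adjusted p = 0.0217), and Bdi-miR528 was 9.23-fold higher in control heads (limma adjusted p = 0.0434). In group II the call was 1 of 23, Bdi-miR396d in stressed heads of Yawa and Tjilkuri (limma adjusted p = 0.0188). Group III had 3 of 33, Osa-miR444b (limma adjusted p = 0.0485) and Gma-miR156k lower in stressed Yawa heads and Zma-miR528a higher in control Tamaroi heads (limma adjusted p = 0.043). In group IV limma called 0 of the 4 fold changes of its 1 miRNA, and 1 had an unadjusted p under 0.05. No miRNA of group III had a call in both directions. Whether tolerant and sensitive genotypes differed in their response was tested by the tolerance × treatment interaction over all 4 genotypes and both tissues, not in each pair, where limma called 6 of the 9 miRNAs of the group (8 at an unadjusted p under 0.05, all 9 negative) and, with the organs of a plant taken as correlated, 3. The group was picked from these same libraries for such a change of direction, so the signs and these calls are not independent evidence. Over all 110 miRNAs that interaction gave 28 calls, 0, 1, 3 or 4 without replicate 1a, 2b, 2c or 2a and 45 without 1c.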

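Osa-miR5077, a 19 nt sequence (GTTCGCGTCGGGTTCACCA), was above 2 RPM in all 96 libraries. In control flag leaves it stood at 209.9 ± 47.7 RPM in Tamaroi and 108 ± 39.5 RPM in EGA Bellaroi (SD, n = 6), a fold change of 1.95 and a log2 change of 1.01 (standard error 0.36, limma adjusted p = 0.151). In stressed flag leaves the means were 163 ± 101 and 67.4 ± 27.4 RPM, a fold change of 2.41 (log2 change 1.16, limma adjusted p = 0.0923). The heads held less of it, 54.9 ± 24.3 against 34.7 ± 18.8 RPM in the control group (1.58-fold, limma adjusted p = 0.323) and 59.9 ± 22.1 against 37.6 ± 13.1 RPM under stress (1.60-fold, limma adjusted p = 0.708). The unadjusted p was 0.0078 and 0.0025 in the flag leaves, and in all 4 comparisons the libraries of the genotypes overlapped. The direction in the heads came from season 2, since in season 1 alone the fold change was 0.902 in control and 0.951 in stressed heads. Leaving out any 1 replicate kept the control flag leaf fold change between 1.76 and 2.31. Between Yawa and Tjilkuri the miRNA passed the criteria in 0 of the 4 comparisons, with limma adjusted p from 0.309 to 0.795.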

In group III, Osa-miR5071 was more abundant in Yawa compared to Tjilkuri in the control treatment libraries (1.78 fold in the flag leaf and 2.10 fold in the developing head, respectively); but was more abundant in EGA Bellaroi compared to Tamaroi in the water deficit treatments (1.78 fold in the flag leaf and 1.56 fold in the developing head, respectively) (Table 3).

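Osa-miR5071 (TCAAGCATCATATCGTGGACA) was also above 2 RPM in every library. Its mean in control flag leaves was 98.2 ± 33.1 RPM in Yawa and 55.2 ± 15.2 RPM in Tjilkuri (SD, n = 6), 1.78-fold, and in control heads 107 ± 38.1 and 51 ± 4.2 RPM, 2.10-fold. Neither difference passed limma's threshold, with log2 changes of 0.77 (standard error 0.55, adjusted p = 0.669) and 0.95 (standard error 0.65, adjusted p = 0.583). In stressed flag leaves EGA Bellaroi had 81.1 ± 18.6 RPM and Tamaroi 45.4 ± 11.9 RPM, 1.78-fold, with every EGA Bellaroi library above every Tamaroi library (limma adjusted p = 0.534). In stressed heads the means were 77.4 ± 25.4 and 49.8 ± 8.89 RPM, 1.56-fold (limma adjusted p = 0.896). Single libraries weigh on the other comparisons of this miRNA. Tamaroi control head replicate 1b held 2.6 RPM against 35.3 to 69.1 RPM in the other 5, and without that replicate the log2 change to EGA Bellaroi in control heads went from -0.16 to 0.74.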

**Fig 1:**
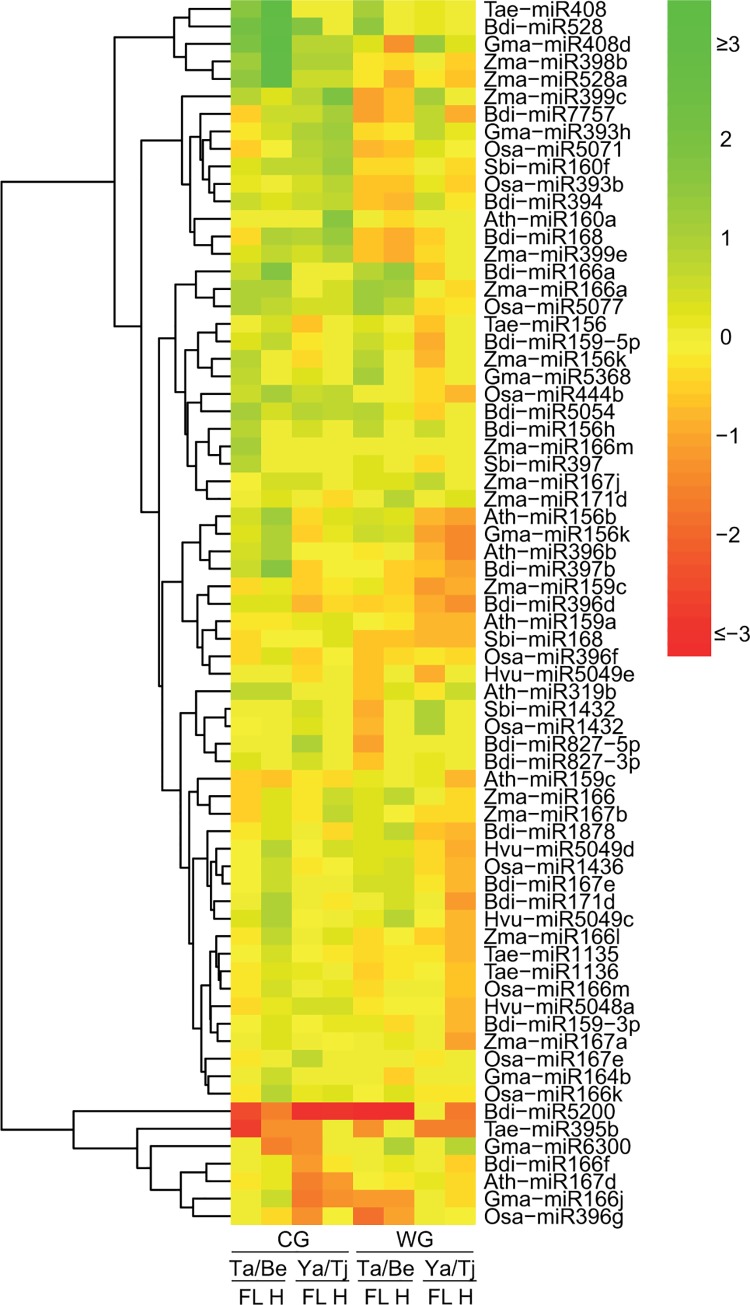
Heat-map showing differential expression patterns of conserved miRNAs between different genotypes revealed by high-throughput sequencing. The colour scale is based on the log2 value of the fold-change of the water deficit stress tolerant variety (Tamaroi or Yawa) libraries compared to the water deficit stress sensitive variety (EGA Bellaroi or Tjilkuri) libraries. Log2 value = log2 (RPM of miRNA reads in Tamaroi library/RPM of miRNA reads in EGA Bellaroi library) or log2 (RPM of miRNA reads in Yawa library/RPM of miRNA reads in Tjilkuri library). The red colour indicates that the miRNA was more abundant in the water deficit stress sensitive variety; while the green colour indicates that the miRNA was more abundant in the water deficit stress tolerant variety. CG = Control group; WG = Water deficit stress group; FL = Flag leaf samples; H = Head samples; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Hvu = *Hordeum vulgare*; Gma = *Glycine max*; Osa = *Oryza sativa*; Sbi = *Sorghum bicolor*; Tae = *Triticum aestivum*; Zma = *Zea mays*.

**Table 3:** Genotype-specific durum miRNAs showed four different regulation patterns to water deficit stress.

Name	Resource species in miRBase	Group	CG				WG			
			Ta vs. Be		Ya vs. Tj		Ta vs. Be		Ya vs. Tj	
			FL	H	FL	H	FL	H	FL	H
miR160f	Sbi	I		**1.54**	**1.60**	**2.27**				
miR166a	Zma	I	**1.90**	**1.92**			**2.30**	**2.21**		
miR393h	Gma	I			**2.00**	**2.23**			**1.60**	
miR408	Tae	I	**3.04**	**17.98**			**2.18**			
miR5054	Bdi	I	**2.03**		**1.70**	**1.55**	**1.75**			
miR5077	Osa	I	**1.95**	**1.58**			**2.41**	**1.60**		
miR528	Bdi	I	**4.42**	**9.23**	**3.34**		**2.86**			
miR166j	Gma	II			3.22	2.53	2.25	2.26		
miR395b	Tae	II	6.65	2.51	2.54		2.59		2.96	3.03
miR396d	Bdi	II			1.64				1.88	2.50
miR396g	Osa	II			2.59		3.46	2.04		
miR5200	Bdi	II	5.88	2.88	9.21	7.74	12.94	12.69		3.12
miR156k	Gma	III		**1.95**					2.01	2.81
miR168	Bdi	III		**1.91**	**1.72**	**2.44**	1.59	1.89		
miR319b	Ath	III	**1.53**	**1.55**			1.52			
miR393b	Osa	III				**1.81**	1.56	1.59		
miR398b	Zma	III	**2.42**	**10.11**	**1.95**	**1.97**				
miR399e	Zma	III		**1.60**		**1.87**	1.58	1.89		
miR444b	Osa	III		**2.03**		**1.65**				1.68
miR5071	Osa	III			**1.78**	**2.10**	1.78	1.56		
miR528a	Zma	III	**2.84**	**9.75**				1.88		1.55
miR6300	Gma	IV		2.95	2.48			**1.85**		**1.74**

Fold changes have been determined by comparing the reads per million (RPM) between Tamaroi and EGA Bellaroi, Yawa and Tjilkuri in different treatment groups, and different tissues. Bold fold change values indicate that the miRNA reads were more abundant in the water deficit stress tolerant genotypes (Tamaroi or Yawa), while unbolded fold change values indicate that miRNA reads were more abundant in the water deficit stress sensitive genotypes (EGA Bellaroi or Tjilkuri). Blanks indicate that the fold change is either under 1.5 or the fold change is undetermined due to low abundance in the sequencing libraries. Four groups of miRNAs showed interesting expression patterns between the water deficit stress tolerant/sensitive genotypes: I) miRNAs predominantly expressed in the water deficit tolerant genotypes under both treatments; II) miRNAs predominantly expressed in the water deficit sensitive genotypes under both treatments; III) miRNAs predominantly expressed in the water deficit sensitive genotypes under the water deficit stress treatment but predominantly expressed in the water deficit tolerant genotypes under the control treatment; IV) miRNAs predominantly expressed in the water deficit tolerant genotypes under the water deficit stress treatment but predominantly expressed in the water deficit sensitive genotypes under the control treatment. CG = Control group; WG = Water deficit stress group; FL = Flag leaf libraries; H = Head libraries; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Gma = *Glycine max*; Osa = *Oryza sativa*; Sbi = *Sorghum bicolor*; Tae = *Triticum aestivum*; Zma = *Zea mays*.

A comparison between all flag leaf and developing head samples identified miRNAs displaying differential abundance between different tissues, irrespective of genotype and treatment. While a total of 110 conserved miRNAs were identified in all sRNA libraries, 86 miRNAs were differentially abundant between flag leaf tissue and the developing head tissue (Fig 2). 

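By the fold change criteria 88 miRNAs differed between head and flag leaf in at least 1 of the 8 comparisons of genotype and treatment, and limma over all 96 libraries called 92, with 78 in both sets. In EGA Bellaroi control plants, for example, 12 miRNAs passed the criteria as higher in the head and 55 as higher in the flag leaf, and limma called 9 and 64. The lower values in the head went with a lower total of conserved miRNAs, whose group means lay between 11528 and 19327 RPM in heads and between 30086 and 38650 RPM in flag leaves. The setting that moved the limma count most was season 1 alone, with 75, and median-ratio scaling, in which each library is divided by the median ratio of its miRNAs to their geometric means, left 82, of which 70 were shared with the 92. The balance of directions moved more. After the scaling the EGA Bellaroi control comparison had 26 miRNAs higher in the head and 34 higher in the flag leaf, its median log2 change went from -1.20 to -0.29, and in the other 7 comparisons 24 to 30 miRNAs were called higher in the head and 31 to 38 in the flag leaf. With the plant as a block, which pairs the 2 organs of each plant, limma called 103.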

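In all 8 comparisons of the tissues 9 miRNAs passed the fold change criteria as higher in the head, by 1.57-fold to 111.48-fold, and limma called 5 of the 9 in every comparison. The largest changes were those of Bdi-miR319b, with 691 ± 108 RPM in stressed EGA Bellaroi heads and 6.2 ± 1.67 RPM in the flag leaves (SD, n = 6 each; log2 change 6.60, standard error 0.36, limma adjusted p = 1.9e-29), and Zma-miR319a, with 235 ± 44.2 and 3.9 ± 2.41 RPM in control Tamaroi (log2 change 5.75, standard error 0.30, limma adjusted p = 1.59e-30). Zma-miR171d stood at 129 ± 18.8 RPM in control Tamaroi heads and 4.15 ± 1.25 RPM in the flag leaves (log2 change 4.68, standard error 0.29, limma adjusted p = 4.51e-26). For all 3 of them the 6 head and 6 flag leaf libraries did not overlap in any of the 8 comparisons. The other head miRNAs that limma called in every comparison were Bdi-miR1878 and Bdi-miR171d. As higher in the flag leaf in all 8 comparisons 38 miRNAs passed, by 1.52-fold to 102.93-fold, and limma called 31 of them in every comparison. Of the others Ath-miR167d was called in 1 comparison and Zma-miR399e in 4. With median-ratio scaling the numbers became 15 miRNAs for the head and 21 for the flag leaf.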

A total of nine miRNAs were predominantly expressed in the developing head tissue in all four durum genotypes across both treatments while 37 miRNAs were predominantly expressed in the flag leaf tissue (Table 4). For example, Bdi-miR171d was more abundant (from 2.99 to 9.35 fold greater) in the developing head libraries compared to the flag leaf libraries in the four durum genotypes irrespective of the treatment. In contrast, Tae-miR156 was more abundant (from 4.60 to 8.66 fold greater) in the flag leaf libraries compared to the developing head libraries in the four durum genotypes irrespective of the treatment (Table 4).

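Bdi-miR171d (TGTTGGCTCGACTCACTCAGA, with 1 near-identical sequence in the list) had its lowest fold change in stressed EGA Bellaroi, with 17.9 ± 7.84 RPM in the head and 5.99 ± 1.99 RPM in the flag leaf (SD, n = 6), 2.99-fold, and its highest in control Tamaroi, with 26.6 ± 4.67 and 2.85 ± 0.79 RPM, 9.35-fold. The log2 changes were 1.39 (standard error 0.27, limma adjusted p = 6.8e-06) and 2.85 (standard error 0.27, limma adjusted p = 1.49e-15). In all 8 comparisons every head library lay above every flag leaf library of its group, and the call held under each of the 18 alternatives run for it. The flag leaf means, between 2.85 and 5.99 RPM, rest on few reads per library.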

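Tae-miR156 (TGACAGAAGAGAGTGAGCACA, with 5 near-identical listed sequences) ran the other way. The smallest difference was that of control Yawa, with 40.8 ± 11.2 RPM in the flag leaf and 8.87 ± 3.37 RPM in the head (SD, n = 6), 4.60-fold, and the largest that of stressed Yawa, with 41.3 ± 26.6 and 4.78 ± 4.26 RPM, 8.66-fold. From flag leaf to head the log2 changes were -2.11 (standard error 0.37, limma adjusted p = 9.84e-07) and -2.94 (standard error 0.37, limma adjusted p = 7.29e-11). The libraries of the tissues did not overlap in 7 of the comparisons, stressed Yawa being the exception, and limma called all 8 under every alternative run. In control EGA Bellaroi, where the flag leaf mean was 74.9 ± 61.4 RPM, the fold change of 7.89 ranged from 5.39 to 9.20 as replicates were left out in turn.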

**Fig 2:**
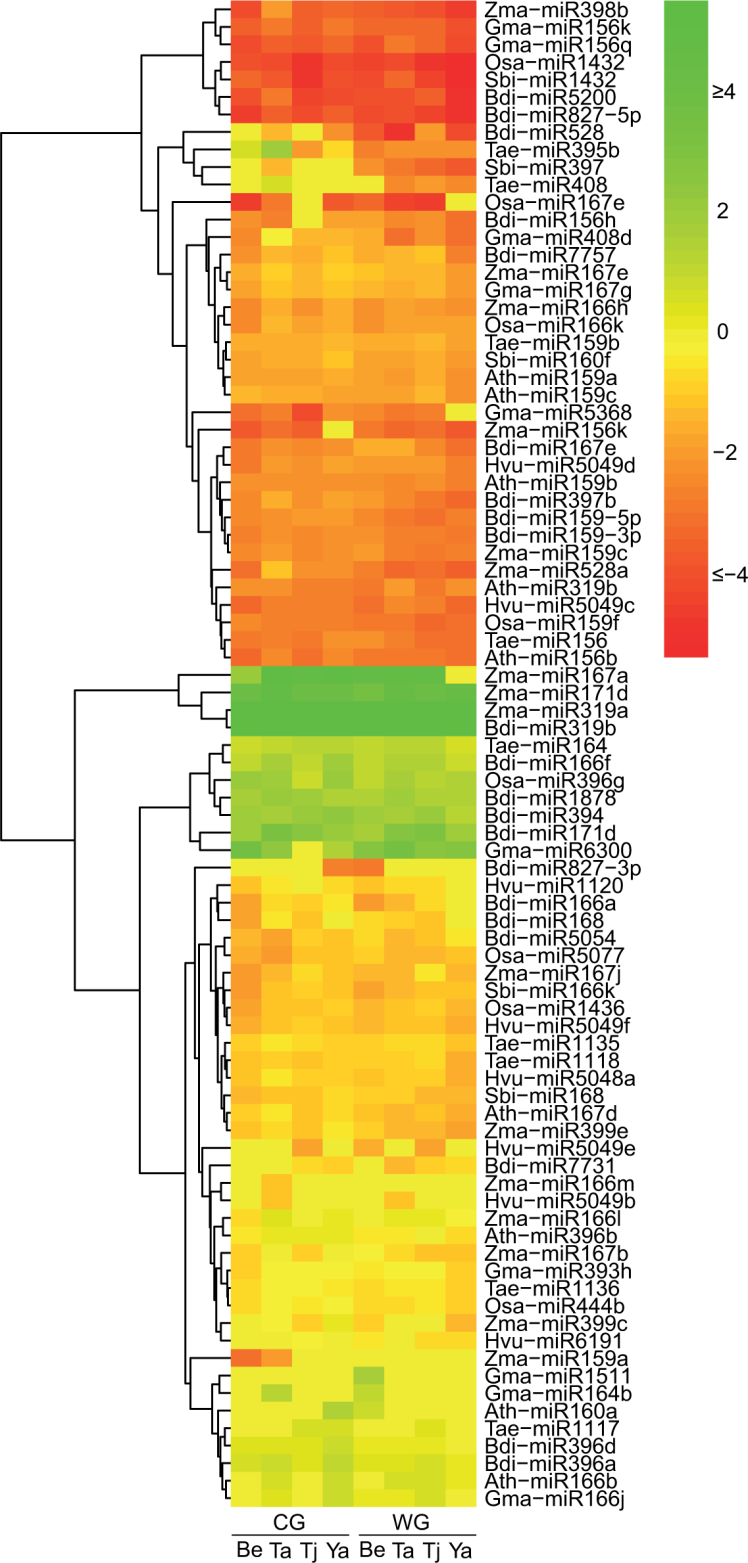
Heat-map showing differential expression patterns of conserved miRNAs between different tissues revealed by high-throughput sequencing. The colour scale is based on the log2 value of the fold-change of the developing head libraries compared to the flag leaf libraries in four durum genotypes under different water treatments. Log2 value = log2 (RPM of miRNA reads in head libraries/RPM of miRNA reads in flag leaf libraries). The red colour indicates that the miRNA was more abundant in the flag leaf libraries; while the green colour indicates that the miRNA was more abundant in the developing head libraries. CG = Control group; WG = Water deficit stress group; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Hvu = *Hordeum vulgare*; Gma = *Glycine max*; Osa = *Oryza sativa*; Sbi = *Sorghum bicolor*; Tae = *Triticum aestivum*; Zma = *Zea mays*.

**Table 4:** Durum miRNAs showed tissue-specific expression profiles regardless of water deficit stress.

Name	Resource species in miRBase	H vs. FL							
		CG				WG			
		Be	Ta	Tj	Ya	Be	Ta	Tj	Ya
miR164	Tae	**1.77**	**2.04**	**2.20**	**2.23**	**2.13**	**2.51**	**2.23**	**1.57**
miR166f	Bdi	**2.00**	**3.06**	**1.98**	**3.50**	**2.15**	**2.68**	**2.71**	**1.70**
miR171d	Bdi	**3.66**	**9.35**	**6.06**	**4.48**	**2.99**	**6.81**	**8.08**	**3.43**
miR171d	Zma	**15.80**	**31.10**	**16.08**	**17.38**	**10.62**	**23.51**	**15.62**	**23.46**
miR1878	Bdi	**3.24**	**4.40**	**3.45**	**2.75**	**2.89**	**3.81**	**2.94**	**2.61**
miR319a	Zma	**38.68**	**60.19**	**51.90**	**58.11**	**61.28**	**57.17**	**41.15**	**54.74**
miR319b	Bdi	**86.21**	**106.61**	**90.62**	**97.54**	**111.48**	**102.45**	**63.82**	**71.59**
miR394	Bdi	**3.96**	**3.36**	**4.60**	**4.99**	**3.86**	**3.36**	**4.33**	**2.48**
miR396g	Osa	**4.27**	**3.98**	**1.73**	**4.19**	**1.95**	**3.30**	**2.29**	**2.64**
miR1118	Tae	2.40	1.82	2.18	1.90	1.95	2.04	1.57	2.90
miR1432	Osa	15.95	18.01	27.73	18.03	23.05	17.16	28.02	102.93
miR1432	Sbi	10.47	13.31	27.77	15.61	19.83	9.93	20.66	76.54
miR1436	Osa	3.27	2.09	2.15	1.87	2.60	2.37	1.94	2.64
miR156	Tae	7.89	5.98	7.43	4.60	5.09	6.08	8.34	8.66
miR156b	Ath	9.86	5.49	8.29	5.16	7.06	7.55	6.98	8.90
miR156k	Gma	12.39	7.80	11.52	7.19	9.61	9.91	10.84	15.12
miR156q	Gma	17.46	11.48	13.38	10.47	15.01	7.87	10.07	19.20
miR159-3p	Bdi	5.96	4.59	5.64	4.72	4.65	6.21	6.83	7.23
miR159-5p	Bdi	5.81	4.42	4.31	3.95	5.31	7.18	8.72	6.90
miR159a	Ath	3.65	3.74	3.51	3.17	3.58	3.91	3.05	5.01
miR159b	Ath	4.68	4.59	4.56	4.43	4.65	5.88	4.44	6.16
miR159b	Tae	3.20	3.07	2.82	2.60	3.00	3.21	2.63	3.47
miR159c	Ath	2.65	2.86	2.97	3.27	3.48	3.78	2.44	4.51
miR159c	Zma	5.85	4.34	5.45	4.58	4.03	5.96	7.11	6.06
miR159f	Osa	5.53	6.59	6.36	6.51	7.92	7.56	10.04	8.70
miR160f	Sbi	1.77	2.04	2.20	2.23	2.13	2.51	2.23	1.57
miR166h	Zma	5.39	2.95	5.02	2.82	4.45	3.36	3.97	5.10
miR166k	Sbi	3.86	2.12	2.01	2.17	3.31	2.60	2.26	2.23
miR166k	Osa	5.58	2.67	3.43	3.13	4.93	3.62	3.60	3.62
miR167d	Ath	2.05	1.52	2.15	1.63	2.29	2.62	2.23	2.99
miR167e	Bdi	7.97	4.89	5.28	4.85	3.15	3.25	5.49	8.05
miR167e	Zma	3.09	2.02	2.53	1.92	2.25	2.64	2.73	4.02
miR167g	Gma	3.35	2.41	2.47	2.12	2.76	2.92	2.75	3.98
miR168	Sbi	2.53	2.14	2.34	1.65	2.01	1.95	2.46	2.51
miR319b	Ath	4.66	4.61	6.38	6.53	7.90	4.25	7.84	4.81
miR397b	Bdi	5.57	2.82	4.49	3.34	4.10	5.51	7.14	9.77
miR398b	Zma	18.22	4.36	10.95	10.83	11.54	13.51	16.78	24.72
miR399e	Zma	2.31	1.72	2.20	1.52	2.03	2.43	2.54	3.61
miR5049c	Hvu	10.42	6.64	6.85	6.13	9.31	5.72	6.42	10.15
miR5049d	Hvu	7.61	4.05	4.94	3.43	3.95	4.00	4.23	6.36
miR5049f	Hvu	3.09	2.31	1.88	2.16	2.63	2.22	2.15	3.24
miR5077	Osa	3.11	3.82	2.18	2.21	1.80	2.72	2.44	2.23
miR5200	Bdi	16.15	7.91	21.11	17.74	15.67	15.37	11.86	36.72
miR528a	Zma	8.10	2.36	4.95	5.05	6.43	9.92	9.19	12.06
miR7757	Bdi	5.02	2.49	3.01	2.11	3.21	2.44	2.23	6.69
miR827-5p	Bdi	23.90	11.91	18.34	12.09	18.30	16.37	22.78	48.05

Fold changes have been determined by comparing the RPM between flag leaf libraries and head libraries in four durum wheat genotypes under different water treatments. Bold fold change values indicate that the miRNA reads were more abundant in the head libraries (nine miRNAs), while unbolded fold change values indicate that the miRNA reads were more abundant in flag leaf libraries (37 miRNAs). CG = Control group; WG = Water deficit stress group; FL = Flag leaf libraries; H = Head libraries; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Gma = *Glycine max*; Osa = *Oryza sativa*; Sbi = *Sorghum bicolor*; Tae = *Triticum aestivum*; Zma = *Zea mays*.

### Water deficit stress-responsive conserved miRNAs in durum (Approach #1)

Differential expression of conserved miRNAs were found between water deficit stressed and corresponding control libraries in both the flag leaf and developing head tissues of each durum genotype. 

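For water deficit against control, 67 miRNAs passed the fold change criteria in at least 1 of the 8 comparisons. The numbers higher and lower under stress were 14 and 3 in EGA Bellaroi, 8 and 7 in Tjilkuri, 6 and 5 in Tamaroi and 6 and 11 in Yawa flag leaves. In the heads they were 16 and 3 in EGA Bellaroi, 0 and 3 in Tjilkuri, 1 and 12 in Tamaroi and 1 and 45 in Yawa. Against the spread between plants, limma called 61 miRNAs, all of them lower under stress and all in Yawa heads, and 42 of the 61 were among the 67. In the other 7 comparisons limma called 0 miRNAs, while 9, 5, 3 and 15 in the flag leaves of EGA Bellaroi, Tjilkuri, Tamaroi and Yawa and 10, 3 and 3 in the heads of EGA Bellaroi, Tjilkuri and Tamaroi had an unadjusted p under 0.05. Data were simulated with the mean levels of control EGA Bellaroi heads and the spread of each miRNA pooled over all 16 groups. In them the same fit recovered 40.5% of changes of 1 on the log2 scale and 92.5% of changes of 2. Recovery at the spread of the EGA Bellaroi heads themselves was not simulated. The alternative that moved the limma count most was season 1 alone, with 3 libraries per group and 0 calls. Season 2 alone, with as many libraries, gave nearly the count of both seasons together. Without replicate 1a, 2b or 2c of every group 2, 3 or 1 calls were left.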

Using the criteria described in the Materials and Methods, 66 conserved mature miRNAs were determined to be water deficit stress-responsive miRNAs (Fig 3 and S4 Table).

**Fig 3:**
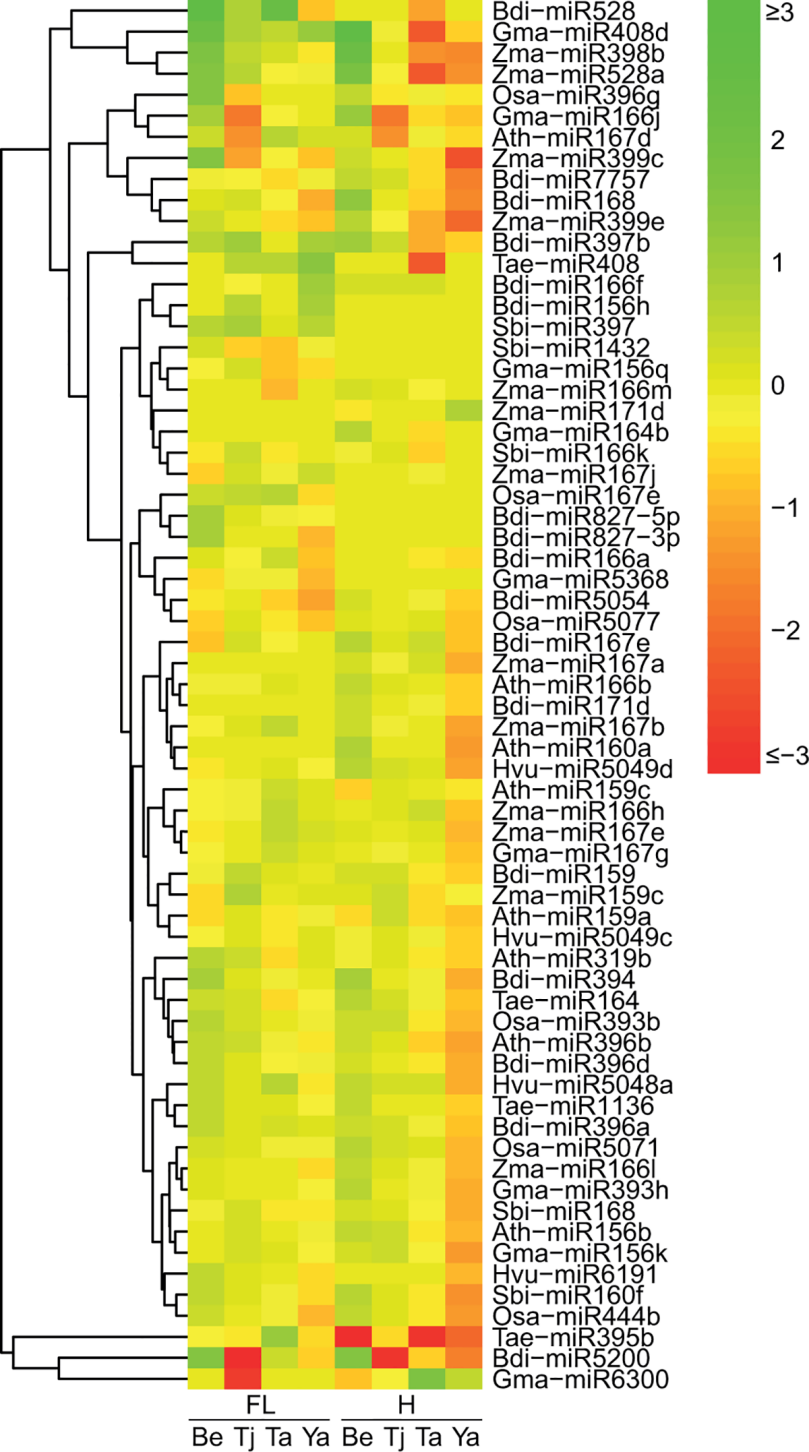
Heat-map showing expression patterns of water deficit stress responsive conserved miRNAs revealed by high-throughput sequencing. The colour scale is based on the log2 value of the fold-change of the water deficit stress treatment libraries compared to the control treatment libraries in four durum genotypes. Log2 value = log2 (RPM of miRNA reads in water deficit stress libraries/RPM of miRNA reads in to control libraries). The red colour indicates that the miRNA was more abundant in the control libraries; while the green colour indicates that the miRNA was more abundant in the water deficit treatment libraries. CG = Control group; WG = Water deficit stress group; FL = Flag leaf samples; H = Head samples; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Hvu = *Hordeum vulgare*; Gma = *Glycine max*; Osa = *Oryza sativa*; Sbi = *Sorghum bicolor*; Tae = *Triticum aestivum*; Zma = *Zea mays*.

Hierarchical clustering of the water deficit stress-responsive miRNAs illustrated that several miRNAs showed different regulation patterns under water deficit stress between stress tolerant and sensitive genotypes (Fig 3), whereas certain miRNAs showed the same regulation patterns (e.g. Gma-miR408d was up-regulated under stress of all four durum genotypes in the flag leaf tissues). 

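Gma-miR408d (TGCACTGCCTCTTCCCTGGC, with 1 near-identical listed sequence) had a higher mean under stress in the flag leaves of all 4 genotypes. The means were 283 ± 361 against 65.4 ± 81.1 RPM in EGA Bellaroi (SD, n = 6; 4.33-fold), 199.6 ± 180.2 against 122 ± 222 RPM in Tjilkuri (1.63-fold), 346 ± 307 against 239.6 ± 239.4 RPM in Tamaroi (1.44-fold) and 496 ± 392 against 216 ± 114 RPM in Yawa (2.29-fold). The SDs were of the size of the means, and the libraries of the treatments overlapped in each genotype. On the log2 scale the changes were 2.34, 1.35, 0.65 and 0.74 (standard error 0.95 each), with limma adjusted p of 0.409, 0.999, 0.989 and 0.744. As replicates were left out in turn the fold change ran from 1.86 to 8.28 in EGA Bellaroi, from 1.18 to 5.21 in Tjilkuri and from 0.887 to 2.28 in Tamaroi. In season 1 alone the log2 change in Tamaroi was -0.05.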

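In the heads 13 miRNAs passed the fold change criteria upwards in at least 1 sensitive genotype and downwards in at least 1 tolerant genotype, leaving out miRNAs that also passed downwards in a sensitive or upwards in a tolerant genotype, and in the flag leaves 1 did. In the heads of both sensitive and both tolerant genotypes at once 0 miRNAs did so. The difference in response itself was tested with the tolerance × treatment interaction in limma over all 96 libraries, the tissue being an additive term. Of the 110 conserved miRNAs 28 were called and 47 had an unadjusted p under 0.05, and all 28 had a negative term, that is a change under stress that was lower in the tolerant genotypes. The smallest adjusted p was that of Zma-miR528a, with an interaction of -3.05 on the log2 scale (standard error 0.71, limma adjusted p = 0.00482), followed by Zma-miR398b with -2.60 (standard error 0.65, limma adjusted p = 0.00741). With the organs of a plant taken as correlated (0.42) 3 were called and 36 had an unadjusted p under 0.05. Of the 28 miRNAs 23 were also called lower in stressed Yawa heads. With Tamaroi and EGA Bellaroi only 0 were called, and with Yawa and Tjilkuri only 22. Without replicate 1a, 2b, 2c or 2a the number was 0, 1, 3 or 4, and without 1c it was 45, while season 1 alone gave 2 and season 2 alone 48. Library median scaling left 6 calls, 4 of them shared with the 28.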

More interestingly, a small number of stress responsive miRNAs showed up-regulation in water deficit stress sensitive genotypes while those same miRNAs were down-regulated in the tolerant genotypes. For example, in the developing head libraries, Bdi-miR7757 was up-regulated in the sensitive genotypes (EGA Bellaroi and Tjilkuri), but was down-regulated in the tolerant genotypes (Tamaroi and Yawa) (Fig 3 and S4 Table). Moreover, some miRNAs responded to water deficit stress only in stress tolerant or sensitive genotypes. 

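Bdi-miR7757 (CACAAAACCTTCAGCTACCCA) stood at 23.4 ± 12.3 RPM in stressed and 16.4 ± 8.9 RPM in control heads of EGA Bellaroi (SD, n = 6; 1.43-fold) and at 21.5 ± 9.48 and 18.8 ± 4.61 RPM in Tjilkuri (1.14-fold). In Tamaroi heads it was 15.6 ± 4.99 RPM under stress and 23 ± 14.8 RPM without (0.677-fold), and in Yawa heads 11.3 ± 10.9 and 38 ± 20.3 RPM (0.297-fold). The Yawa head was thus the 1 comparison past the criteria. There the log2 change was -2.25 (standard error 0.55, limma adjusted p = 0.00451), against 0.53, 0.11 and -0.15 (standard error 0.55 each) in EGA Bellaroi, Tjilkuri and Tamaroi, with limma adjusted p of 0.626, 0.991 and 0.983. In season 1 alone the change was -0.65 in EGA Bellaroi, -0.14 in Tjilkuri and 0.28 in Tamaroi heads. The Yawa call was lost without replicate 1a, 2b or 2c, where the log2 value fell by 1.96, 1.70 and 2.00. Over both tissues the tolerance × treatment interaction of this miRNA was -1.03 (standard error 0.40, limma adjusted p = 0.0498). With the organs of a plant taken as correlated the interaction lost its call (limma adjusted p = 0.134), as it did without replicate 1a, 2a, 2b or 2c (-0.93, -1.11, -0.68 and -0.61), and it was 0.11 in season 1.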

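In Yawa heads 45 miRNAs were lower and 1 was higher under stress by the fold change criteria. Of the 45, 41 were not lower in EGA Bellaroi or Tjilkuri heads, and limma called 34 of these 41. Among the 45, 9 were also lower in Tamaroi heads and 15 were higher in EGA Bellaroi heads. The change was broad, since 104 of the 110 miRNAs had a negative log2 change, with a median of -0.99. By smallest adjusted p the first was Bdi-miR827-5p, with 0.67 ± 0.60 RPM under stress and 3.22 ± 1.49 RPM without (SD, n = 6; log2 change -1.35, standard error 0.31, limma adjusted p = 0.00451), which lies below the minimum of 10 RPM. Zma-miR167b had 32.9 ± 32.9 and 76.1 ± 17.5 RPM (log2 change -2.11, standard error 0.51, limma adjusted p = 0.00451). The total over the 110 miRNAs was 11528 ± 5456 RPM in stressed and 18872 ± 2862 RPM in control Yawa heads, a mean difference of -0.85 on the log2 scale (two-sided exact permutation test, p = 0.028). The stressed libraries were at 5514, 16220, 17125, 16001, 6428 and 7879 RPM in replicates 1a, 1b, 1c, 2a, 2b and 2c. Their depth did not differ from that of the controls (mean log2 difference -0.36, two-sided exact permutation test, p = 0.18). Whether Yawa differs from the other heads was tested as the difference between its stress response and the mean response of the other 3 genotypes' heads. In this test, chosen after the calls in Yawa heads were seen, limma called 57 miRNAs, all lower in Yawa. After median-ratio scaling, which moved the median log2 change in Yawa heads to -0.21, limma called 11 miRNAs lower and 2 higher there. Leaving out replicate 1a, 2b or 2c took the 41 miRNAs to 29 in each case and the limma calls from 61 to 2, 0 or 1.

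**Figure D1:**
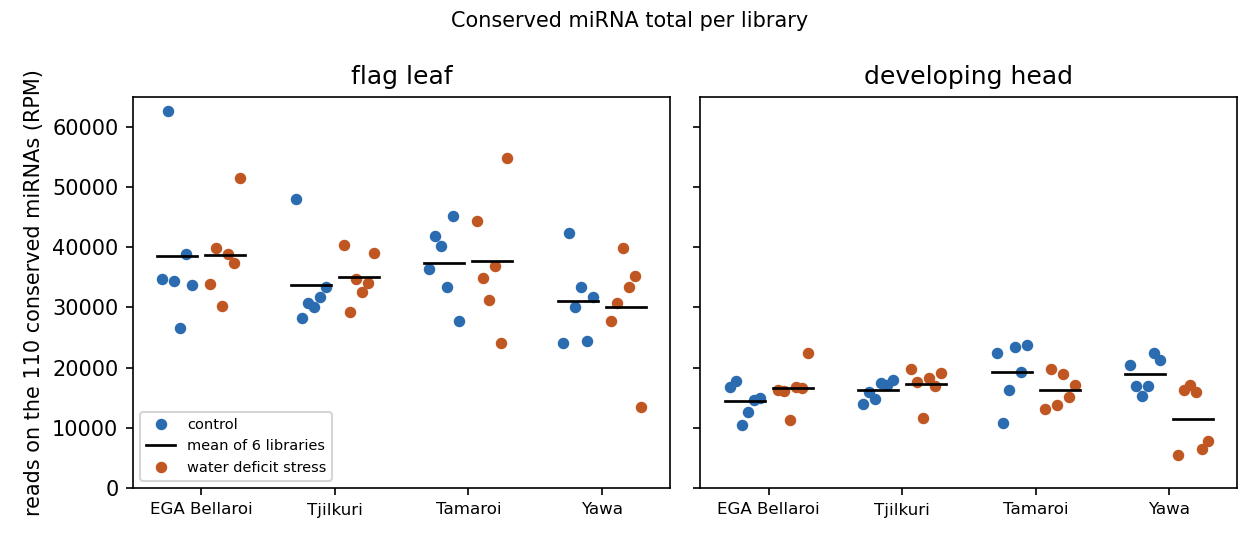
Reads on the 110 conserved miRNAs per library, in RPM, for flag leaves (left) and developing heads (right) of the 4 genotypes. Each point is 1 library, blue for control and orange for water deficit stress, and the black lines are the means of 6 libraries. In stressed Yawa heads 3 libraries lie between 5514 and 7879 RPM and the other 3 between 16001 and 17125 RPM, while the control Yawa heads lie between 15259 and 22398 RPM.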

In the head libraries, there were 26 miRNAs that were only down-regulated in the stress tolerant genotype Yawa, but not in the stress sensitive genotypes EGA Bellaroi or Tjilkuri (Fig 3). In summary, through further analysing the differentially expressed miRNAs identified through Approach #1, 57 conserved miRNAs were identified as being responsive to water deficit stress, as well as being differentially abundant across different genotypes and tissue types (Fig 4).

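The sets of miRNAs past the fold change criteria in the comparisons of genotypes, tissues and treatments held 59 miRNAs in common. A further 9 were shared by genotypes and tissues, 7 by tissues and treatments and 1 by genotypes and treatments, while 3, 13 and 0 belonged to genotypes, tissues and treatments alone. The 3 sets together covered 92 of the 110 miRNAs, leaving 18 in none. In limma 22 miRNAs were called in all 3 families of comparisons, 16 of them also by the criteria in all 3, and 104 in at least 1 family. The setting that moved the 59 most was a fold change threshold of 2, with 19 miRNAs. Since the treatment calls of limma came from Yawa heads alone, the 22 are miRNAs lower in stressed Yawa heads. Most of the overlap goes with shared libraries, as the stressed Yawa heads also gave 32 calls between genotypes, and without that genotype comparison 3 miRNAs were called in all 3 families. The paper states, from the overlap of its sets, that the shared miRNAs respond to water deficit stress and also vary between genotypes and tissues.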

**Fig 4:**
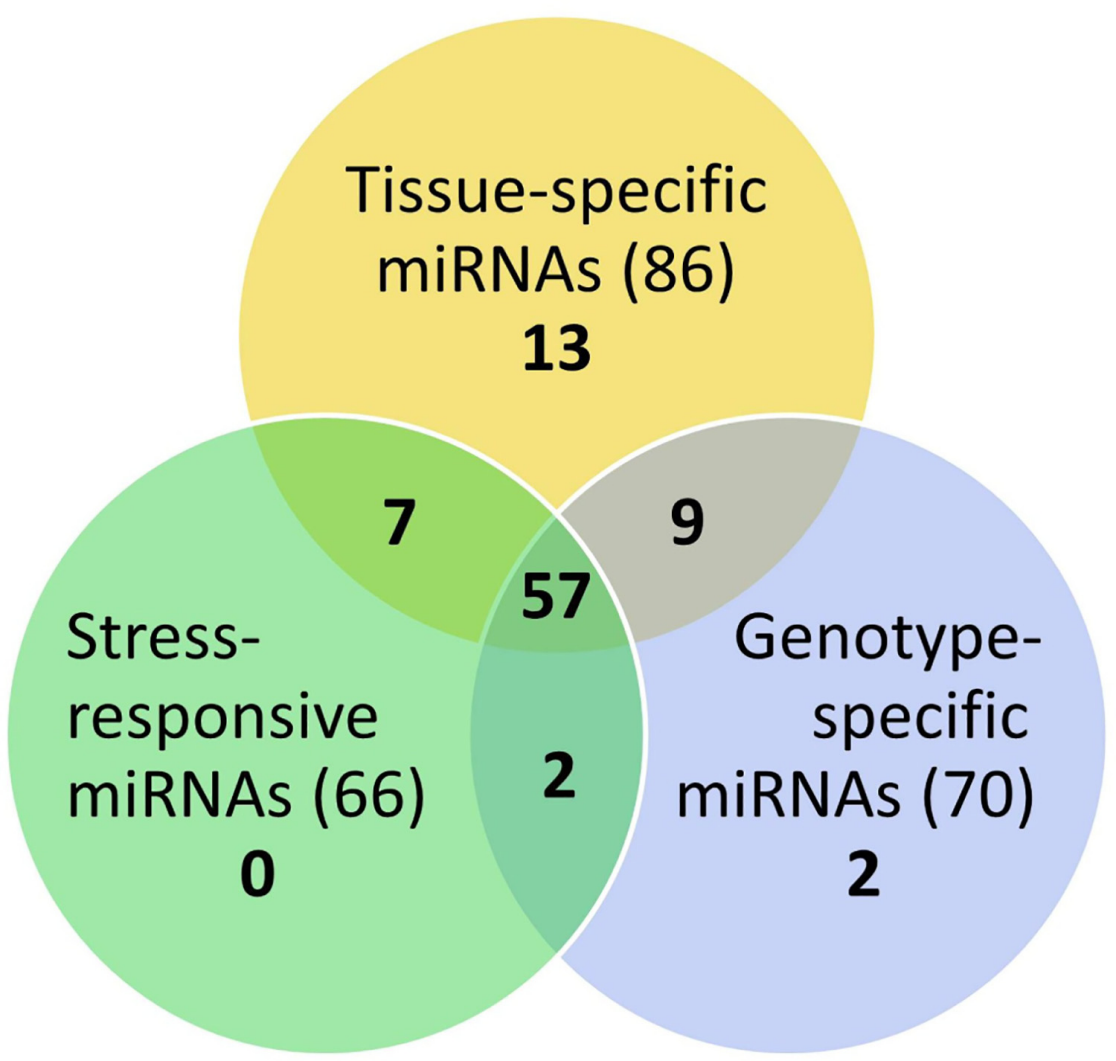
Venn diagram of all differentially expressed conserved microRNAs identified through Approach #1. The number of microRNAs that were differentially abundant in each category is indicated. A total of 57 conserved miRNAs were identified as being responsive to water deficit stress, as well as being differentially abundant across different genotypes and tissue types.

### Conserved and novel miRNA hairpins showed inverted expression profiles in response to water deficit stress across genotypes (Approach #2)

Using the Limma Bioconductor package [45,46], 23 of the 237 putative miRNA hairpins in Category A were found to have a significant tolerance × treatment interaction term. 

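Over the 159 hairpins without a known mature miRNA and all 96 libraries, limma gave a tolerance × treatment interaction past the threshold for 4 hairpins, and 24 had an unadjusted p under 0.05. All 24 terms were negative. Ttu pre-miR077, on the 3B sequence (contig 10651148, 2304 to 2430), had the smallest p, with an interaction of -1.02 on the log2 CPM scale (standard error 0.21, limma adjusted p = 0.00099). In tolerant heads its mean went from 2.72 ± 0.33 log2 CPM in the control group to 1.55 ± 0.82 under stress, and in sensitive heads from 2.18 ± 0.63 to 2.45 ± 0.37 (SD, n = 12 each). Ttu pre-miR019, on 1BS (contig 2526697, 965 to 1105), had an interaction of -1.16 (standard error 0.33, limma adjusted p = 0.039), and 11 of its 96 libraries were at the floor. The other 2 calls were Ttu pre-miR008 and Ttu pre-miR038. Apart from leaving p unadjusted, the setting that moved the count most was season 2 alone, with 21 calls against 0 in season 1, while a main effect for each genotype gave 9 and the correlation between the organs of a plant as a random effect gave 2, Ttu pre-miR077 and Ttu pre-miR008. Without replicate 1c there were 14 calls and without 1a, 2a, 2b or 2c there were 1, 2, 1 or 0. Models of flag leaves only and of Tamaroi and EGA Bellaroi only gave 0 calls each, that of heads only gave 1 and that of Yawa and Tjilkuri only 4. In data simulated with an interaction of -1.5 the fit recovered 74.5% of the changed hairpins.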

On manual inspection of the miRNA hairpin read-coverage profiles in Category A, 21 of these 23 miRNA hairpins represent strong candidates as they have good read-coverage signatures (Fig 5). Of these 21 candidates, we determined that 16 perfectly matched at least one known mature miRNA in the miRBase, with some hairpins matching to the same conserved miRNA (Fig 6A). The remaining five novel candidate miRNA hairpins, representing four mature novel miRNAs, do not contain a perfect alignment to any known mature miRNAs (Fig 6B and S2 Fig). For example, miRNA hairpin Ttu pre-miR008 representing Ttu-miR008 was down-regulated in both flag leaf and developing head tissues under water deficit stress in the stress tolerant genotypes (Tamaroi and Yawa), but was up-regulated in the stress sensitive genotypes (EGA Bellaroi and Tjilkuri).

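Among the hairpins of Fig 6B, Ttu pre-miR008 (1AS, contig 3281316, 9437 to 9538) had an interaction of -2.13 (standard error 0.52, limma adjusted p = 0.0066) and Ttu pre-miR038 (2AL, contig 6436995, 1223 to 1352) of -0.72 (standard error 0.22, limma adjusted p = 0.045). Ttu pre-miR007 (1AS, contig 2448394, 1 to 262) had an interaction of -0.72 (standard error 0.24, limma adjusted p = 0.076), Ttu pre-miR109 (5AS, contig 1463548, 545 to 704) of -1.29 (standard error 0.42, limma adjusted p = 0.061) and Ttu pre-miR119 (5DL, contig 4600364, 12210 to 12363) of -1.14 (standard error 0.43, limma adjusted p = 0.15). All 5 had an unadjusted p under 0.05 and lay among the 10 smallest of the 159. The paper gives them as fewer mature miRNAs than hairpins, so they are not 5 independent results. Adjusted over the list alone all 5 passed, but the list was chosen from these same libraries, so that count is not independent evidence. Ttu pre-miR007 was abundant, at 8.71 ± 0.63 log2 CPM in control and 8.33 ± 0.93 in stressed heads of the tolerant genotypes against 8.35 ± 0.86 and 8.92 ± 0.27 in the sensitive ones (SD, n = 12). Ttu pre-miR038 went from 5.81 ± 0.47 to 5.10 ± 0.93 in tolerant and from 5.70 ± 0.49 to 5.90 ± 0.24 in sensitive heads. Ttu pre-miR109 and Ttu pre-miR119 had similar means in each group, in control heads -1.51 (sensitive) and -1.26 (tolerant) for both. They were at the floor in 18 and 20 libraries, 7 and 6 of them among the 12 stressed heads of tolerant genotypes. Ttu pre-miR108, at 543 to 968 of the same contig, overlaps Ttu pre-miR109 and was more abundant (mean log2 CPM 3.35 against -1.04). Its interaction had the other sign, at 0.27 (standard error 0.21, limma adjusted p = 0.576). The call of Ttu pre-miR038 was lost without replicate 1a, 2a, 2b or 2c, at interactions of -0.72, -0.76, -0.61 and -0.50. Leaving out replicate 1b added calls for Ttu pre-miR007 and Ttu pre-miR109, and leaving out 1c a call for Ttu pre-miR109. By genotype the direction was not shared by all, since in Tjilkuri flag leaves Ttu pre-miR109 changed by -1.01 and Ttu pre-miR119 by -1.03 under stress, and in Tamaroi heads Ttu pre-miR007 changed by 0.35. From the interaction terms the paper states that such hairpins respond to water deficit in opposite ways in the tolerant and the sensitive genotypes.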

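The mean of Ttu pre-miR008 in flag leaves went from 0.68 ± 1.35 log2 CPM in control to -0.34 ± 1.69 in stressed Tamaroi and from 1.29 ± 0.62 to -0.45 ± 2.61 in Yawa (SD, n = 6), while it went from 0.15 ± 1.76 to 1.98 ± 0.63 in EGA Bellaroi and from 0.68 ± 0.59 to 0.99 ± 0.50 in Tjilkuri. In heads it went from -1.68 ± 1.20 to -1.98 ± 1.27 in Tamaroi and from -1.10 ± 0.63 to -2.34 ± 1.00 in Yawa, and from -1.83 ± 1.00 to -0.69 ± 1.57 in EGA Bellaroi and from -1.89 ± 1.62 to -0.96 ± 1.36 in Tjilkuri. The 8 changes thus had the direction the model's interaction gives, but 4 of them were smaller than the SD of each group, namely -1.02 in Tamaroi flag leaves, -0.30 in Tamaroi heads, 0.31 in Tjilkuri flag leaves and 0.93 in Tjilkuri heads. The hairpin has few reads, and 19 of the 96 libraries were at the floor, among them 7 of the 12 stressed tolerant heads and 5 of the 12 control sensitive heads. The call held under 11 of 19 alternatives and was lost without replicate 1a, 2b or 2c, at interactions of -1.87, -1.62 and -1.47.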

**Fig 5:**
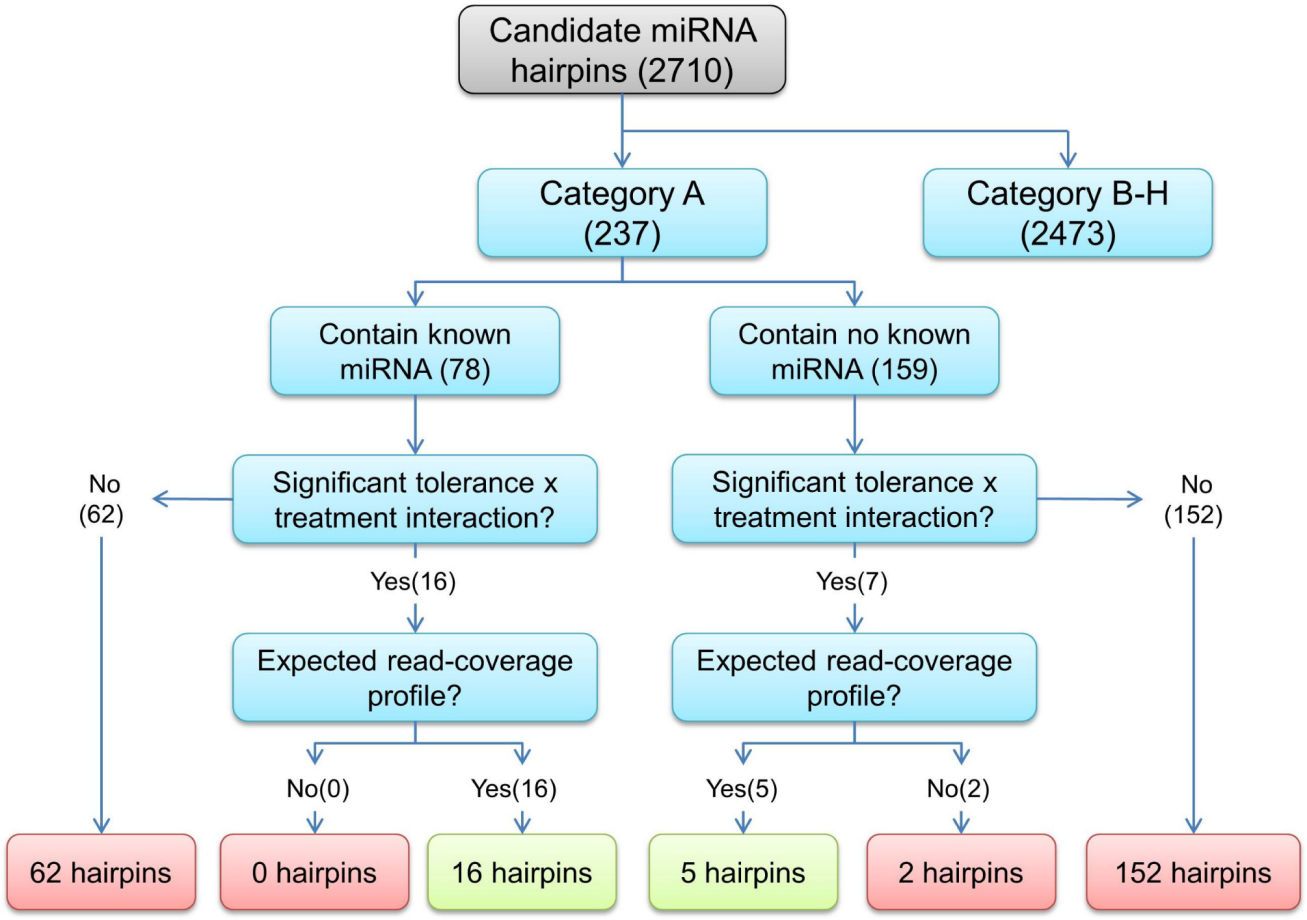
A schematic representation displaying the breakdown of water deficit stress responsive miRNA hairpins identified. A total of 16 hairpins have a significant tolerance × treatment interaction term and contain at least one perfect alignment to a known mature miRNA, while five hairpins have a significant tolerance × treatment interaction term but do not contain a perfect alignment to any known mature miRNAs.

**Fig 6:**
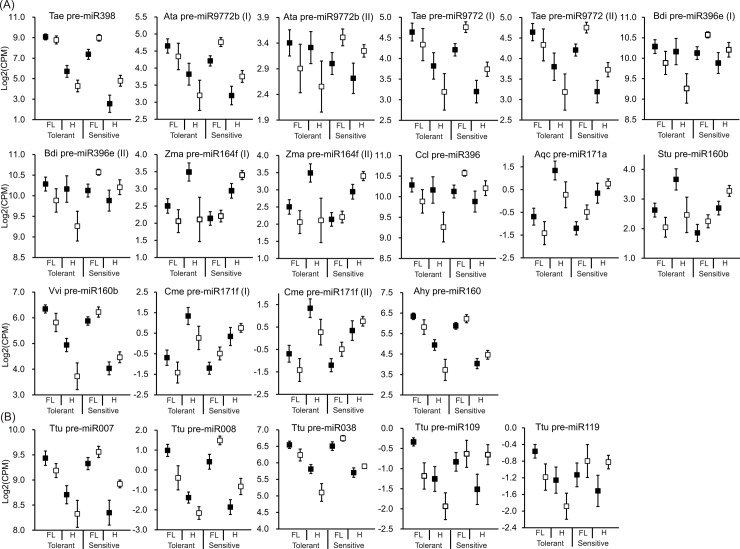
Expression profiles of stress responsive miRNA hairpins showing inverted regulatory patterns between stress tolerant/sensitive genotypes. In (A) 16 conserved miRNA hairpins representing 11 conserved miRNAs are shown, while in (B) five novel miRNA hairpins representing four conserved miRNAs are displayed. The log2 value of normalised reads for each miRNA hairpin is represented as counts per million (CPM). ■ = Control group; □ = Water deficit stress group. Tae = *Triticum aestivum*; Ata = *Aegilops tauschii*; Bdi = *Brachypodium distachyon*; Zma = *Zea mays*; Ccl = *Citrus clementina*; Aqc = *Aquilegia coerulea*; Stu = *Solanum tuberosum*; Vvi = *Vitis vinifera*; Cme = *Cucumis melo*; Aty = *Arachis hypogaea*; Tolerant = Stress tolerant genotypes (Tamaroi and Yawa); Sensitive = Stress sensitive genotypes (EGA Bellaroi and Tjilkuri); I and II denotes two different hairpins representing the same conserved miRNA.

### Validation of differentially expressed miRNAs in durum wheat by quantitative real-time PCR (qPCR)

To validate differentially expressed durum miRNAs predicted by high-throughput sequencing, miRNA was quantified using qPCR. Ten selected stress responsive durum miRNA candidates including seven conserved miRNAs (identical to Ath-miR167d, Gma-miR408d, Bdi-miR5054, Osa-miR5071, Bdi-miR5200, Bdi-miR528 and Zma-miR528a) and three novel miRNAs (Ttu-miR007, Ttu-miR038 and Ttu-miR109) were screened using flag leaf and developing head tissues of four durum genotypes simultaneously. Comparative fold changes of expression levels of miRNA are shown in Fig 7. The expression level changes of conserved miRNAs detected by qPCR were compared with those determined by Illumina sequencing (S5 Table). Most miRNAs showed similar trends in their expression profile across Illumina sequencing results and qPCR results. For example, in the Illumina sequencing analysis, Zma-miR528a was determined to be down-regulated under stress in the head libraries of Tjilkuri, Tamaroi and Yawa (1.2, 5.1, and 2.7 fold reduction), and up-regulated in EGA Bellaroi (3.6 fold increase). 

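In the head libraries Zma-miR528a (TGGAAGGGGCATGCAGAGGAG) had a mean of 73.1 ± 68.9 RPM in stressed and 88.8 ± 128 RPM in control Tjilkuri (SD, n = 6; 1.22-fold lower), 76.2 ± 50.7 and 389 ± 411 RPM in Tamaroi (5.11-fold lower), 47 ± 52.6 and 129 ± 53 RPM in Yawa (2.75-fold lower) and 143 ± 104 and 39.9 ± 58.8 RPM in EGA Bellaroi (3.59-fold higher). None of the 4 changes passed limma's threshold, with log2 changes of 1.14, -1.42, -2.24 and 2.99 (standard error 1.23 each) and adjusted p of 0.991, 0.983, 0.106 and 0.465. The direction in Tjilkuri depends on the summary, since the medians of the 6 libraries were 58 RPM under stress and 11.4 RPM without, 5.10-fold higher, and without replicate 2c the mean was 1.09-fold higher. By medians the rise in EGA Bellaroi was 72.7-fold, and by means it was 5.75-fold without replicate 2b, while the fall in Yawa was 4.41-fold without replicate 2a. In control heads of Tjilkuri 2 libraries, at 257.7 and 250.2 RPM, made most of the mean, the other 4 lying between 0.6 and 12.5 RPM. In control EGA Bellaroi heads the values ran from 1.0 to 122 RPM.

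**Figure D2:**
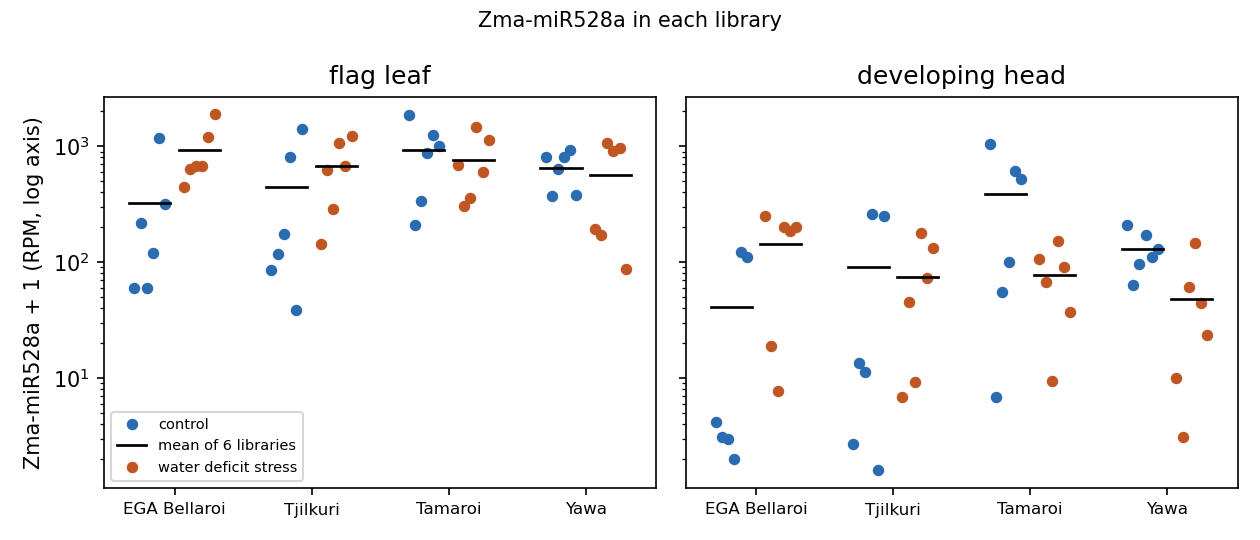
Zma-miR528a in each library, as RPM + 1 on a log axis, for flag leaves (left) and developing heads (right) of the 4 genotypes. Points are libraries, blue for control and orange for water deficit stress, and black lines are means of 6 libraries. In control Tjilkuri heads the mean of 88.8 RPM lies above 4 of the 6 libraries.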

When tested by qPCR, the same miRNA was up/down-regulated in the same libraries and varieties (2.6, 4.9, 1.6 fold reduction, and 2.2 fold increase, respectively). While the expression values between the two platforms are not exactly the same, this has been reported previously and is expected based on the two different quantification methods used [47].

**Fig 7:**
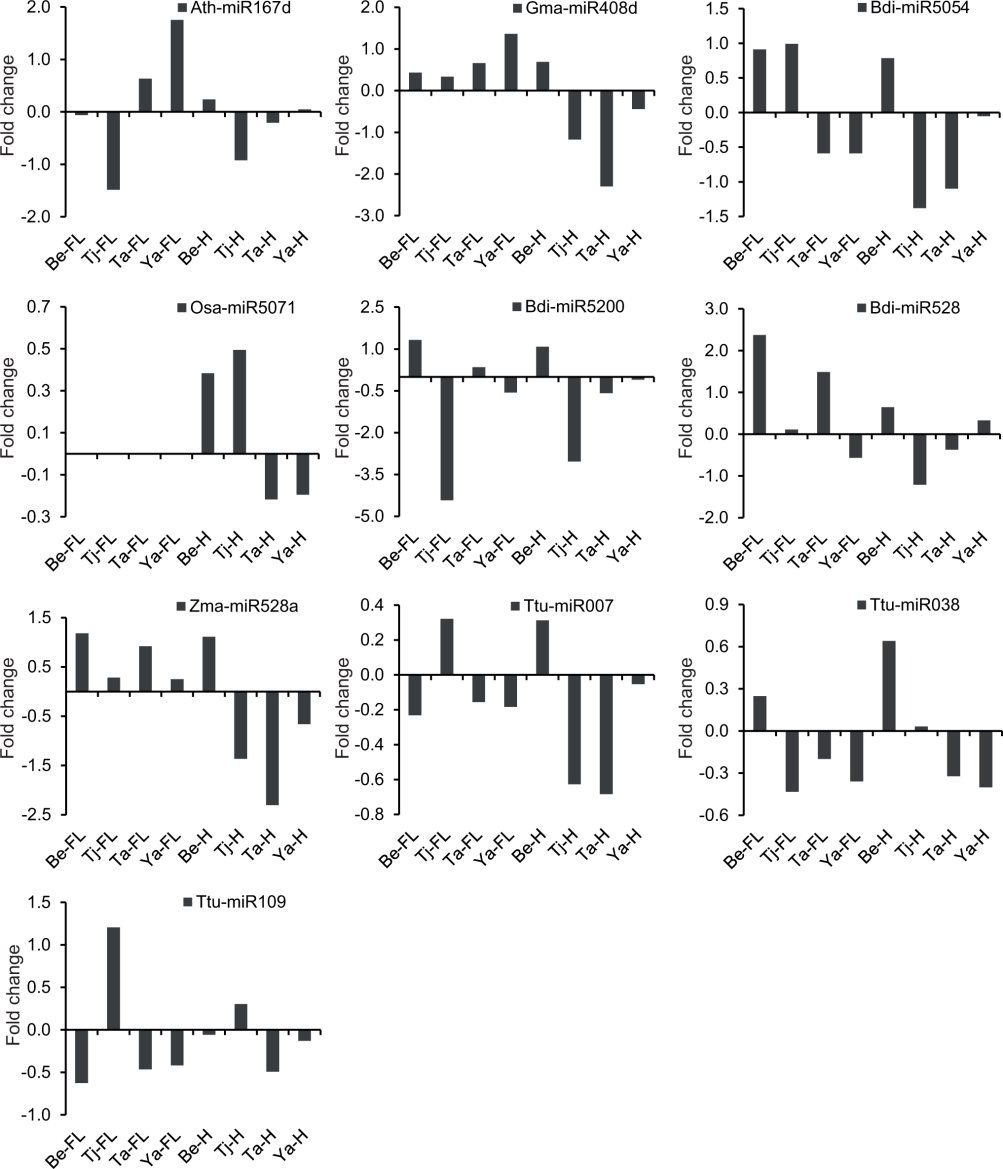
Expression analysis of stress responsive miRNA candidates by qPCR in four durum wheat genotypes. GAPDH was used as an endogenous control. The fold change is shown as a log2 value of miRNA expression in the water deficit libraries/miRNA expression in the control libraries. FL = Flag leaf samples; H = Head samples; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Gma = *Glycine max*; Osa = *Oryza sativa*; Ttu = *Triticum turgidum*; Zma = *Zea mays*.

### Putative targets of novel water deficit stress responsive durum miRNAs, GO analysis and qPCR

To infer the biological functions of the novel water deficit stress responsive miRNAs in durum, putative mRNA target genes were predicted using the psRNAtarget program (http://plantgrn.noble.org/psRNATarget/) with the wheat DFCI gene index (TAGI) version 12 as a reference. A total of 130 targets were identified for four novel stress responsive durum miRNAs (S6 Table). Ttu-miR008 had the highest number of putative target genes (101) while Ttu-miR109 had the lowest (5). On the basis of sequence complementarity between miRNAs and putative target genes, the possible inhibition type between miRNA and their targets was predicted [48,49]. Out of 130 predicted mRNA targets, the inhibition of 109 mRNA targets (83.8%) is caused by cleavage activity, while 21 targets (16.2%) are inhibited through translational repression (S6 Table).

All of the predicted targets were analysed through Gene Ontology (GO) using the Blast2GO server (https://www.blast2go.com/) to further evaluate their putative functions (S6 Table). The BLASTX search obtained the most significant BLAST hits for each target across different species (S3 Fig). According to the ontological definitions of their GO terms, all targets were grouped into three GO categories (S7 Table). At the cellular level (Fig 8A), predicted targets are primarily associated with the nucleus (28.4%), followed by either the mitochondrion or plastid (17.9% each). In evaluating molecular functions, the majority of the targets are potentially involved in either organic or heterocyclic compound binding (16.8% each), ion binding (13.6%), or small molecule binding (10.7%) (Fig 8B). Biologically, nearly half of the targets were classified as being involved in metabolic processes (41.4%) (which includes catabolic, cellular, nitrogen compound, organic substance, primary, and wax metabolic processes) (Fig 8C). The remaining targets were involved in a broad range of biological processes including cellular processes (16.2%), regulation (10.1%), localisation (10.1%), response to stimuli (8.1%), and most significantly, response to stress (5.1%) (Fig 8C). Many of the predicted targets are annotated to be transcription factors, elongation factors, protein phosphatases, and osmotic stress receptors that are associated with multiple stress response processes (S6 Table).

**Fig 8:**
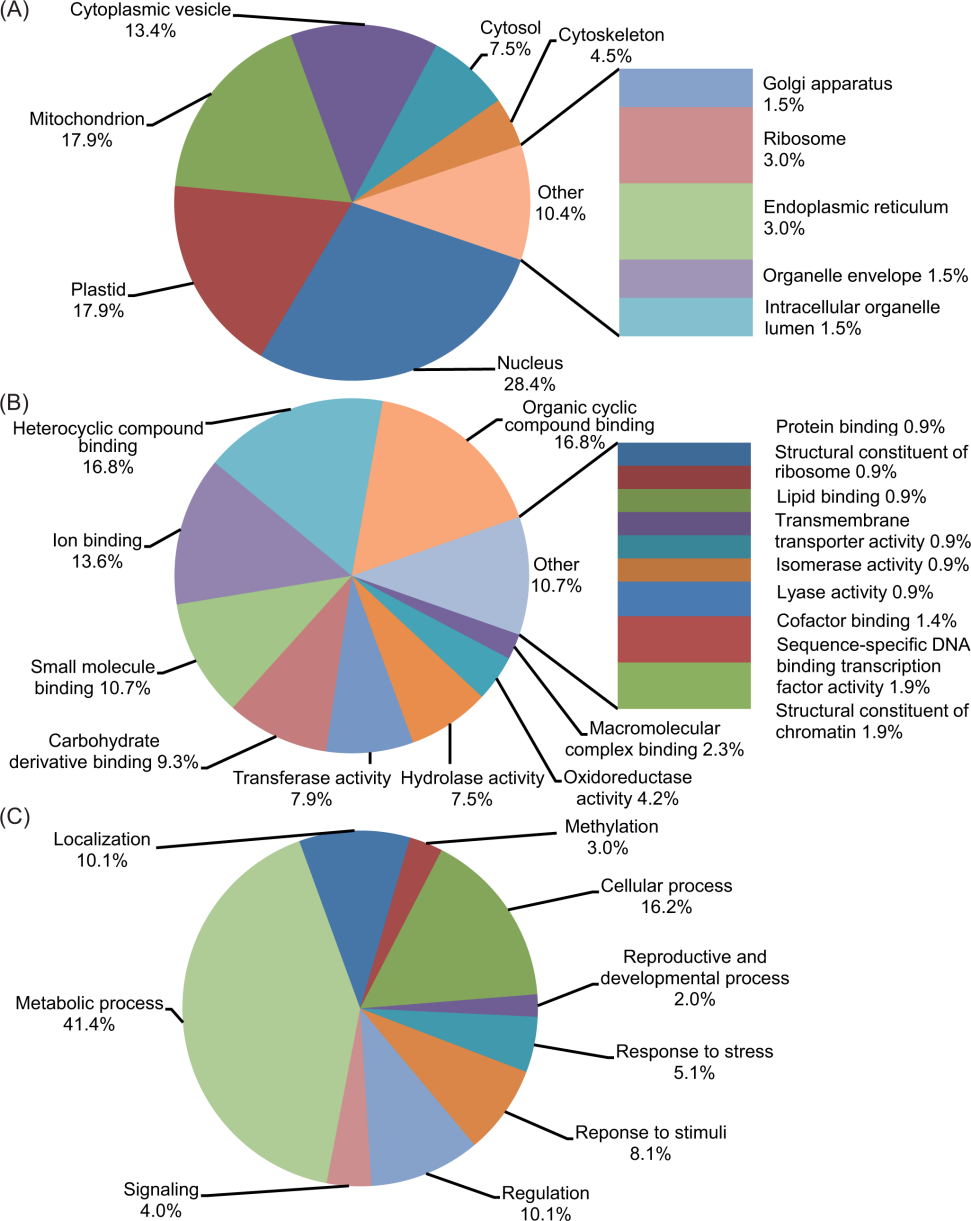
Categorisation of predicted targets of four novel stress responsive miRNAs using Gene Ontology (GO) terms. Pie charts representing different GO categories are based on the number of target sequences enriched in each GO term. GO terms at level 8 are used for (A) cellular component categorisation. GO terms at level 3 are used in categorisation for (B) Molecular function, and (C) Biological processes. The percentage of each GO term is based on the number of targets enriched for that term relative to the total number of targets in each category. The GO level represents the position of a GO term in the GO hierarchy. The level of a GO term is the number of GO terms between that term and the Root Term of the Ontology.

Seven selected targets of Ttu-miR008 were quantified using qPCR (S8 Table). For example, TC438017 (non-specific lipid-transfer protein) and CV779294 (non-specific lipid-transfer protein a-like). In the flag leaf under water stress, TC438017 was up-regulated in the stress tolerant genotypes (4.26 fold in Tamaroi and 2.79 fold in Yawa), whereas it was down-regulated in the stress sensitive genotypes (2.72 fold in EGA Bellaroi and 1.11 fold in Tjilkuri). Similarly, CV779294 was up-regulated in the stress tolerant genotypes (1.34 fold in Tamaroi and 1.40 fold in Yawa), while being down-regulated in the sensitive genotypes (2.37 fold in EGA Bellaroi and 2.41 fold in Tjilkuri). In addition, TC447684 (Glossy 1 protein–GL1) was shown to be up-regulated in the developing head of the stress tolerant genotypes (1.22 fold in Tamaroi and 1.13 fold in Yawa), while being down-regulated in the developing head of the sensitive genotypes (1.17 fold in EGA Bellaroi and 1.52 fold in Tjilkuri). Overall, of the seven targets quantified several were negatively correlated with Ttu-miR008, which was down-regulated in the stress tolerant genotypes but up-regulated in the stress sensitive genotypes (Fig 6B).

## Discussion

### The miRNAome in durum wheat under water deficit stress

Water deficit is a major abiotic stress that limits the production of many crops in rain-fed environments. Plant responses to water deficit stress are regulated by complex genetic and epigenetic networks. Interactions between miRNAs and their target mRNAs through sequence-specific binding offer an inheritable and accurate regulation pathway for plants to respond to environmental stimuli at both the translational and post-transcriptional level. To date, extensive efforts have been made to discover water deficit stress-associated miRNAs in many plants including Arabidopsis [24], rice [22], maize [50], soybean [51], barley [52] and bread wheat [16,53]. However, there has rarely been any study on water deficit-stress responsive miRNAs in *Triticum turgidum*, with only the ssp. *dicoccoides* being investigated but under shock drought conditions [23]. As an important cereal, mostly grown in rain-fed Mediterranean environments under stressful and variable conditions, durum wheat offers an attractive alternative to studying the much more complex bread wheat genome. With climate change models predicting increased rising temperatures and decreased rainfall, understanding the water deficit stress response pathway(s) in durum wheat has become an important research objective for breeding programs.

Using deep sequencing of small RNA libraries in this study, we discovered significant changes that occur with the miRNAome in four durum genotypes under water deficit stress and across two tissue types. Illumina sequencing yielded approximately 623 million reads which were subsequently trimmed and processed to remove inherent redundancy, obtaining a total of 301 million unique sRNA sequences. The highest proportion of the sequenced RNAs was 24 nt in length, which is in agreement with previous studies where 24 nt sRNA fragments constituted the majority of small RNA populations, thereby implicating the function of Dicer proteins during the formation of miRNAs [25,29,54]. Since durum wheat (2*n* = 4*x* = 28, genomes AABB) is an ancestral source of the A and B genomes of bread wheat (2*n* = 6*x* = 42, genomes AABBDD) and only a partial genome sequence for *Triticum turgidum* ssp. *durum* is available, the International Wheat Genome Sequencing Consortium’s (IWGSC) Chromosomal Survey Sequences (CSS) of bread wheat was used to identify novel putative miRNA hairpins in durum sRNA libraries [44]. From the 110 conserved miRNAs and 159 novel miRNA hairpins identified, 66 conserved miRNAs and four novel miRNAs were water deficit stress responsive. Further experimental validation including Poly (A)-qPCR and miRNA* examination will assist in confirming novel durum miRNA hairpins and their precise excision of the miRNA/miRNA* duplex [20,55]. In this study, ten representative stress responsive miRNAs (seven conserved and three novel) were validated by Poly (A)-qPCR. Poly (A)-qPCR has been shown in bread wheat to provide more accurate and consistent quantification of miRNA expression than stem-loop qPCR [56].

Among water deficit stress responsive miRNAs identified in this study, some miRNAs have been found to be associated with abiotic stress response in previous studies; including miR156, miR159, miR167, miR319, miR393, miR398, and miR408. The expression patterns of some of these water deficit stress responsive miRNA were similar to results previously reported. For example, miR159 was up-regulated 1.75 times under water deficit stress in Tjilkuri. Similarly in maize, the expression level of miR159 was significantly increased during drought stress [21]. 

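The list holds 9 miR159 sequences, 7 of which have near-identical listed sequences, so reads of 1 can be given to another. In Tjilkuri flag leaves their fold changes under stress ran from 0.868 for Ath-miR159c to 1.74 for Zma-miR159c, the member that S4 Table lists for this genotype. Zma-miR159c stood at 154 ± 67.4 RPM under stress and 88.4 ± 41.2 RPM in the control group (SD, n = 6), a log2 change of 1.01 (standard error 0.54, limma adjusted p = 0.822), with overlapping libraries. Leaving out replicates in turn kept the fold change between 1.61 and 1.88, while the ratio of medians was 1.29 and that of pooled reads 2.85. The most abundant member, Tae-miR159b, changed 1.02-fold in flag leaves and 1.09-fold in heads. In Tjilkuri heads the fold changes lay between 0.623 for Zma-miR159a and 1.33 for Zma-miR159c, and limma called 0 of the 9 in either tissue, with 0 at an unadjusted p under 0.05.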

The up-regulation of miR162, miR167, miR393 under water deficit stress has been commonly observed in different plants (Table 1), indicating that some miRNA stress-responsive pathways are more than likely to be conserved across different plant species including durum wheat. In contrast, some conserved miRNAs, as well as novel durum miRNAs, were found to be water deficit stress responsive for the first time, including miR1136, miR1432, miR5048, miR5054, miR5071, miR5200 and miR6300. Their regulation pattern indicates that these miRNAs are possibly involved in species-specific response pathways.

Most interestingly, the expression profiles of 16 conserved and five novel miRNA hairpins showed inverted regulatory patterns between water deficit stress tolerant and sensitive genotypes, suggesting the regulatory roles of miRNAs in some stress response pathways are genotype-specific (Fig 6). The four durum wheat genotypes used in this study have different levels of water deficit tolerance, which is reflected through their genotypic physiological responses [1]. The distinct genotype differences in miRNA expression profiles could lead to inverted regulation of their functional target genes, which might activate different physiological responses between genotypes [16]. In a recent study of dehydration associated miRNA in wheat, contrasting expression patterns of 13 conserved miRNA (including Tae-miR160a, Tae-miR166h, Tae-miR172a, and Tae-miR393) were also observed between stress tolerant and sensitive genotypes [16]. In the current study, several conserved miRNAs were found to be predominantly expressed in specific genotypes, with or without water deficit stress treatments. For example, miR5200 was consistently more abundant in the water deficit stress sensitive genotypes (EGA Bellaroi and Tjilkuri) than the stress tolerant genotypes (Tamaroi and Yawa) in both the control and water deficit stress libraries. 

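Bdi-miR5200 (TGTAGATACTCTCTAAGGCTT) had the higher mean in the sensitive genotype in all 8 comparisons, though by 1.01-fold in 1 of them. In control flag leaves EGA Bellaroi had 711 ± 884 RPM and Tamaroi 121 ± 51.4 RPM (SD, n = 6), 5.88-fold, and Tjilkuri 2267 ± 3314 RPM and Yawa 246 ± 85 RPM, 9.21-fold. In stressed flag leaves the ratio was 12.9 between EGA Bellaroi, at 1967 ± 1488 RPM, and Tamaroi, at 152 ± 40.8 RPM, and 1.01 between Tjilkuri, at 164 ± 63.1 RPM, and Yawa, at 163 ± 86.8 RPM. In heads the values were lower and the ratios 2.88 and 12.7 for EGA Bellaroi over Tamaroi and 7.74 and 3.12 for Tjilkuri over Yawa, in control and stressed plants. On the log2 scale the tolerant minus sensitive difference was largest in stressed flag leaves of Tamaroi and EGA Bellaroi, at -3.01 (standard error 0.86, limma adjusted p = 0.0561), and limma called 0 of the 8, of which 2 had an unadjusted p under 0.05. In some groups of the sensitive genotypes the mean rests on a few plants. It does not in stressed EGA Bellaroi flag leaves, where the median was 2184 RPM. In control Tjilkuri flag leaves the highest library held 7091 RPM and the median was 154 RPM, below the Yawa median of 252 RPM, so that by medians the ratio of Yawa to Tjilkuri was 1.63. By medians the ratio of Yawa to Tjilkuri in stressed flag leaves was 1.12 and that of Tamaroi to EGA Bellaroi in control heads 1.09. In the remaining comparisons the medians kept the direction of the means. Their ratios ran from 0.069 (Tamaroi to EGA Bellaroi, stressed flag leaves) to 0.651 (Yawa to Tjilkuri, control heads).

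**Figure D3:**
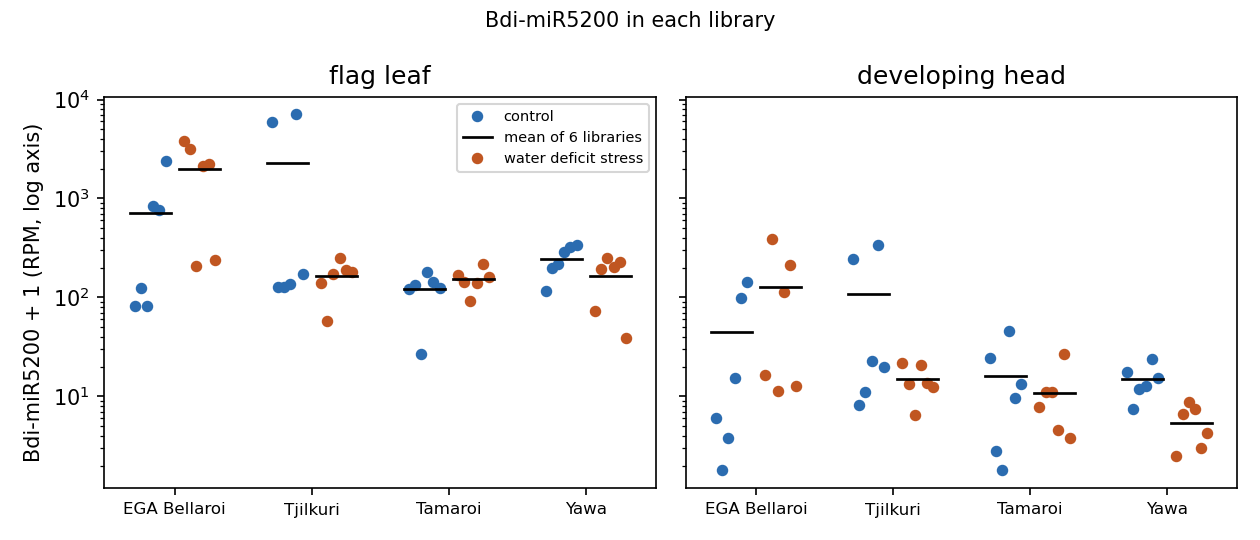
Bdi-miR5200 in each library, as RPM + 1 on a log axis, for flag leaves (left) and developing heads (right) of the 4 genotypes. Points are libraries, blue for control and orange for water deficit stress, and black lines are means of 6 libraries. The highest flag leaf library is a control Tjilkuri plant at 7091 RPM, and the control flag leaf libraries of Tamaroi lie between 25.7 and 179.9 RPM.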

Based on the prediction and further analysis of miRNA targets, we can infer that different capacities for water deficit stress tolerance between durum wheat genotypes may arise from the differential physiological regulation triggered by target genes, which are regulated by genotypic stress responsive miRNAs.

### Regulation of miRNA and their targets may contribute to genotypic variation in stress tolerance capacity in different durum genotypes

In the present study, *in silico* target gene predictions and GO analysis were carried out for four novel water deficit stress responsive miRNAs. This bioinformatics strategy has been applied previously in bread wheat to successfully predict and construct possible miRNA/mRNA target stress regulatory pathways, which were further experimentally validated [16,19,53,57–59]. A total of 130 target genes for four novel durum miRNAs were predicted to encode proteins of diverse functions. GO analysis indicated that these targets are involved in a broad range of biological processes and varied physiological responses in durum wheat, such as biosynthetic activity, binding activities with proteins and nucleic acids, protein transport, abscisic acid (ABA) metabolic processes, photosynthetic activity and leaf senescence. Significantly, stress responsive expression of seven predicted target genes were validated by qPCR. The negative correlation of several targets with their corresponding miRNA implies the involvement of miRNA-mRNA target regulation in stress response pathways in durum.

A significant number of targets are predicted to possess nucleic acid binding activities and encode transcription factors involved in signalling and defence, which contribute to stress tolerance in different durum genotypes. For example, auxin response factor (ARF) 18-like is a target of Ttu-miR008. ARFs bind to auxin response elements to usually negatively regulate expression of auxin-inducible genes such as *GH3* (Gretchen Hagen3), *Aux*/*IAA* (auxin/indole-3-acetic acid) and *SAUR* (small auxin-up RNA) [60]. Several auxin-responsive genes have been identified to respond to various abiotic stress conditions such as drought, salinity and cold in Arabidopsis, rice and sorghum, indicating the cross-talk between auxin signalling and abiotic stress responses [61–63]. In durum, Ttu-miR008 is down-regulated under stress in the tolerant genotypes suggesting that ARF18-like protein increases thereby repressing auxin-inducible genes enhancing auxin signalling. This might affect processes which require a lower auxin:cytokinin ratio, such as lateral root development [64]. In maize and wheat, the development of lateral roots in the stress tolerant genotype is enhanced from the accumulation of auxin-responsive factors [16,17]. However, the role of miRNA and ARF in lateral root development in durum needs to be confirmed with further experimental validation.

Other targets also contribute to water stress tolerance in durum as signalling factors including protein kinases and protein phosphatases. For example, a target of Ttu-miR008 (TC451175) was annotated as a probable protein phosphatase 2C (PP2C). Studies in Arabidopsis and rice have shown that PP2C genes were induced by diverse environmental stimuli and acted as positive regulators in ABA-mediated signalling pathways well known to be involved in stress responses [65,66].

However, there are also other targets of Ttu-miR008 which could contribute to water deficit stress tolerance in different ways such as maintaining osmotic pressure of the plant or homeostasis of the cell. For example, the target CV769573 identified in this study as an ABA 8'-hydroxylase, is a key enzyme in ABA degradation [67]. ABA is crucial for various stress responses, including regulation of stress-responsive genes, stomatal closure, and metabolic changes [68]. ABA is rapidly increased in response to environmental stress [67], suggesting a role for removing ABA 8'-hydroxylation to ensure increased ABA levels. Equally rapid elimination of stress induced ABA when stresses are relieved is essential [69]. Indeed, dehydration stress can cause steady increases in ABA degradation in Arabidopsis over time [70]. Although requiring confirmation, ABA 8'-hydroxylase may therefore decrease to a lesser extent in tolerant genotypes suggesting they have a lower ABA requirement during water deficit stress.

Also identified and quantified in this study was the Glossy 1 (GL1) protein, which is yet another target of Ttu-miR008 (TC447684). GL1 functions in the biosynthesis pathway of cuticular wax, which provides protection against environmental stress. In rice, Os*GL1* over-expression plants showed increased cuticular wax accumulation on the leaf surface and were more tolerant to drought stress at reproductive stages compared to the wild type [71]. The inhibition of GL1 is reduced through the down-regulation of stress responsive miRNA, leading to enhanced wax production, thus preventing water loss. This helps to explain the genotypic difference in the reduction of relative water content in leaves, in response to water deficit stress between stress tolerant and sensitive durum genotypes [1].

Two other quantified functional targets, TC438017 (non-specific lipid-transfer protein) and CV779294 (non-specific lipid-transfer protein a-like), examined by qPCR may also assist to explain the genotypic difference in maintaining osmotic pressure. Lipid transfer proteins (LTPs) help to repair stress-induced damage in membranes or alter the lipid composition of membranes. In pepper, the accumulation of LTP transcripts induced by environmental stresses is associated with cuticle formation, which contributes to the avoidance/tolerance of low tissue water potential and water content [72,73]. In this study, TC438017 and CV779294 were negatively correlated with their corresponding miRNA showing genotypic expression patterns in response to water deficit. The up-regulated accumulation of LTPs observed only in stress tolerant durum genotypes helps to explain the genotypic differences in the maintenance of leaf water potential and relative water content [1], suggesting the participation of miRNA/target interaction in genotypic physiological response pathways in durum. Experimental examination of these miRNA-regulated targets also helps demonstrate the validity of prediction analysis using bioinformatics.

## Conclusion

The present study provides a comparative description of the miRNAome in durum wheat between water deficit tolerant and sensitive genotypes in response to water deficit stress, suggesting that there are multiple miRNA regulation patterns which might contribute to, and partly explain, the distinct water deficit stress sensitivities between different durum genotypes. The first comprehensive durum small RNA dataset generated provides a good foundation for future characterisation of the molecular mechanisms underlying water deficit stress tolerance in durum. This was achieved through Illumina sequencing, which enabled profiling of the miRNAome in water deficit stress tolerant and sensitive durum wheat genotypes across different tissues and treatments. We have identified 110 conserved miRNAs and 159 novel miRNA hairpins in durum wheat, including 66 conserved miRNAs and five novel miRNA hairpins (representing four novel miRNAs) that are water deficit stress responsive. A total of 16 conserved miRNA hairpins (representing 11 conserved miRNAs) and five novel miRNA hairpins (representing four novel miRNAs) showed distinct down-regulation profiles in the water deficit stress tolerant genotypes while the same miRNAs were up-regulated in sensitive genotypes. This demonstrates that regulation patterns of the same miRNAs may vary extensively across genotypes of the same species, in response to environmental stimuli. Target prediction and GO analysis of four novel genotype-specific regulated miRNAs provide evidence for the potential involvement of miRNAs in a broad range of biological processes, including stress response pathways. Several potentially valuable target genes have been identified and are now undergoing further experimental validation, which will be reported elsewhere.

## Materials and Methods

### Plant material and growth conditions

Four durum wheat genotypes (EGA Bellaroi, Tamaroi, Tjilkuri and Yawa) were used in this study. Seeds were obtained from Durum Breeding Australia’s (DBA) southern node breeding program (The University of Adelaide). Tamaroi and Yawa are water deficit stress tolerant genotypes; while EGA Bellaroi and Tjilkuri are water deficit stress sensitive genotypes [1]. Plants were grown at 22°C/12°C day/night temperature with a 12 h photoperiod with watering to field capacity (12% soil water content (SWC)) from germination to booting stage when the water limiting stress treatment was imposed for 15 d (6% SWC or 50% field capacity; water deficit stress group, WG) or field capacity maintained (control, CG), as per Liu et al. [1].

### Sampling and total RNA extraction

After 15 d of water deficit stress, the flag leaf and developing head were collected with sterile razor blades and frozen immediately in liquid nitrogen. Frozen tissues were ground to a fine powder in liquid nitrogen using a sterile mortar and pestle, pre-chilled to -80°C. Total RNA was isolated using the TriPure isolation reagent kit (Roche Diagnostics, Australia) and treated with RQ1 RNase-Free DNase I (Promega, Australia) following the manufacturer’s instructions. The concentration and quality of extracted RNA samples were measured by spectrophotometric analysis at 260 nm and 280 nm using a NanoDrop Lite spectrophotometer (Thermo Scientific, USA). RNA integrity was assessed by agarose gel electrophoresis. A total of 96 RNA samples (4 durum genotypes × 2 tissue types × 2 treatment groups × 6 biological replicates = 96) were extracted and stored at -80°C for downstream applications.

### Small RNA library construction and deep sequencing

For small RNA library construction, 5 μg of total RNA was size-fractionated on a 15% denaturing TBE urea polyacrylamide gel and small RNAs (15 to 40 nt) were excised using an NEB miRNA marker (New England Biolabs, UK) as a guide. Small RNAs was eluted in 0.3 M NaCl by rotating the tube overnight at 4°C. Eluted RNA was passed through a Spin-X column and then precipitated using glycoblue (Ambion, USA) and isopropanol. The sRNA pellets were washed and air-dried at room temperature, then re-suspended in DEPC-treated water [74]. A total of 96 small RNA libraries were constructed from flag leaf and developing head of durum wheat plants that had been treated or not treated with water deficit stress (4 durum genotypes × 2 tissue types × 2 treatment groups × 6 biological replicates = 96) using NEB Next^®^ Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, UK) following the manufacturer’s instructions. For each flag leaf sRNA library and head sRNA library, a unique index primer was used for multiplexing purposes using the NEBNext^®^ Index Primer Set (New England Biolabs, UK). The final cDNA product was purified using Pippin Prep™ System (Sage Science, USA). Prior to sequencing, quality and quantity of the amplified small RNA cDNA libraries was evaluated on an Agilent 2100 Bioanalyzer system (Agilent Technologies, USA) and Qubit fluorometer (Invitrogen, USA). All 96 small RNA libraries were sequenced using Illumina sequencing technology on a HiSeq2500 machine after cluster generation. All sequencing reads were submitted to the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/), and are accessible under the accession number GSE69339.

### Identification of conserved miRNAs (Approach #1)

In this study, Approach #1 was developed to identify conserved miRNAs in durum wheat using CLC Genomics Workbench v7.0 (CLC Bio, Denmark). Briefly, raw sequencing reads were first processed by trimming adaptor sequences and removing low-quality reads. Sequences shorter than 15 nt and larger than 50 nt were excluded from further analysis. Trimmed reads were generated for each small RNA library and then annotated to determine the presence of known plant miRNAs. Durum small RNA sequences were aligned with known miRNAs in miRBase using CLC Genomics Workbench v7.0 based on their sequence homology, allowing up to two mismatches in alignment [15]. Conserved miRNAs in common monocot and dicot species (*Triticum aestivum*, *Triticum turgidum*, *Brachypodium distachyon*, *Zea mays*, *Oryza sativa*, *Hordeum vulgare*, *Sorghum bicolor*, *Arabidopsis thaliana*, and *Glycine max*) deposited at miRBase v20 (June 2013) were used as references for annotation. Normalisation of miRNA abundance in each library was carried out using a value referred to as RPM (reads per million). The RPM value was obtained by dividing the reads number of a miRNA with the total number of putative sRNA reads in each library and multiplying by a million. Matched sequences with no more than two mismatches and with an abundance of over two RPM in at least 50% of the 96 libraries were considered as candidate conserved miRNAs.

### Identification of differentially expressed conserved miRNAs (Approach #1)

Differentially expressed conserved miRNAs were identified based on the RPM. To identify differentially expressed miRNAs, the following criteria were used: 1) number of miRNA reads was set as 0.01 by default when the sequencing read was 0; 2) normalised reads (RPM) was at least 10 in one of the libraries in comparison; and 3) the fold-change of normalised reads of libraries in comparison was greater than 1.5 [16,75]. For expression analysis, reads of unique mature miRNAs deposited in miRBase were used as they are an active and functional form of mature miRNAs [29]. Tissue-specific conserved miRNAs were identified by comparing flag leaf libraries with head libraries. Genotype-specific conserved miRNAs were identified by comparing water deficit sensitive varieties and water deficit tolerant varieties. Comparisons were made only between EGA Bellaroi and Tamaroi, or Tjilkuri and Yawa due to their breeding background. Water deficit stress-responsive miRNAs were identified by comparing control treatment libraries with water deficit stress treatment libraries. Heat maps of differentially expressed miRNAs were generated in R (version 3.1.2) (http://www.r-project.org/). Where the fold change of some conserved miRNA candidates were not analysed due to their low reads in the sequencing results (RPM were less than 10 in both libraries for differential expression comparison), their log2 fold change under stress was recorded as zero in the clustering analysis.

### Small RNA-Seq data pre-processing for novel miRNA identification (Approach #2)

To identify novel miRNAs in durum wheat, a customised bioinformatics approach (Approach #2) was developed. Small RNA-Seq raw reads were 5' and 3' adapter trimmed and the output partitioned into two sets of reads: 1) those that had been trimmed and were 19–26 bp long, and 2) those that did not contain any adapter sequence. The first set represents non-redundant (NR) 3' adapter trimmed reads, which were used to identify putative pre-miRNA hairpin. In order to remove reads which are derived from the breakdown products of longer mRNA's rather than true sRNA molecules, the second set of reads and the NR sRNA reads were *de novo* assembled to generate a reference against which sRNA reads would be filtered. This was done using Velvet (v 1.2.09, https://www.ebi.ac.uk/~zerbino/velvet/) with a kmer length of 17 and read tracking enabled. The NR set of 3' adapter trimmed reads (19–26 bp) were filtered to remove those which were either: a) low abundance (< = 5 reads in all samples); b) mapped to known wheat rRNAs; c) mapped to the wheat chloroplast or mitochondrial genomes; d) mapped to the 50bp+ long *de novo* assembled contigs; e) mapped to UniVec (build 7.1, http://www.ncbi.nlm.nih.gov/VecScreen/UniVec.html) data set; or f) mapped to the Triticeae Repeat Sequence Database (TREP) database of grass repeat sequences [76]. The mappings in steps b-f above was performed using Bowtie2 (v 2.2.3; http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) with parameters which allowed up to two mismatches and no indels. The NR reads which passed all the above filters were used to identify candidate pre-miRNA hairpins.

### Identification of miRNA precursors and novel miRNA candidates in durum wheat (Approach #2)

Since only a partial genome sequence for *Triticum turgidum* ssp. *durum* is available, the International Wheat Genome Sequencing Consortium’s (IWGSC) Chromosomal Survey Sequences (CSS) [44] was used to identify putative miRNAs. The NR sRNA sequences which passed the filters were mapped to the IWGSC CSS using BioKanga v3.4.3 (http://sourceforge.net/projects/biokanga/) in order to identify all possible contigs from which the sRNA sequence could have been derived. For each NR 3' adapter trimmed read, all perfect alignment locations in the IWGSC CSS were identified. Using a subset of reads and CSS contigs involved in those perfect alignments, we also identified all imperfect alignments (two-five mismatches). The candidate pre-miRNA hairpins were defined using all pairwise combinations of perfect to imperfect alignments of a given read within a CSS contig. Additional constraints were applied such that the perfect and imperfect alignments were in opposite orientations and separated by 54–1000 bp. A NR set of these regions ±20 bp, were processed by RNAFold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) and then miRcheck (http://web.wi.mit.edu/bartel/pub/software.html) to ascertain if they could form hairpin structures with characteristics associated with the miRNA biogenesis pathway in plants, indicating the formation of a miRNA/miRNA* duplex from stem-loop hairpins based on their read coverage profile [55]. Three primary criteria were applied as follows: 1) A peak of reads in the first or last 50 bp of the hairpin sequence all aligned to the same strand/stem (the miRNA site); 2) a second, smaller peak of complementary reads aligned on the opposite end to the miRNA strand/stem (the miRNA* site); 3) a small proportion of reads mapping between the above two defined regions (the loop). All candidate miRNA hairpin sequences were classified into one of eight categories (A-H, where A has a read coverage profile matching the expectations for a true miRNA) using three Boolean metrics based on their read coverage profile: 1) if ≥95% of the reads mapped to one strand of the hairpin; 2) if ≥95% of the reads mapped to one of the terminal 50 bp of the hairpin; and; 3) if ≤5% of the reads mapped to the loop region of the hairpin (Table 2). Putative miRNA hairpins were further characterised by identifying if their sequence contained any perfect matches to the 35,828 mature miRNAs from miRBase v21 (accessed July 2014).

### Identification of stress responsive novel miRNA hairpins (Approach #2)

To identify novel water deficit stress-responsive miRNA hairpins, the Limma Bioconductor (v3.18.13) package [45] was used to perform a statistical analysis using linear models based on the RPM data. Different durum varieties were recoded with binary values which indicated water deficit stress tolerance or water deficit stress sensitivity. Of the many possible contrasts that could be made, the tolerance × treatment interaction term was of primary interest in the linear model. This effectively identified hairpins which showed differential expression to water deficit stress and that this response was different between water deficit stress sensitive and water deficit stress tolerant cultivars. Pre-miRNA hairpins from Category A (Table 2) which had a significant tolerance × treatment interaction were then inspected to ascertain if their read-coverage profiles followed what we expected from a true mature miRNA and miRNA*.

### Quantitative real-time PCR (qPCR) of miRNA candidates

In order to evaluate the expression of miRNA candidates, poly-A tailing combined with qPCR was performed for a select group of seven conserved and three novel stress responsive miRNAs with the 96 durum total RNA samples which were used for sRNA library construction. For each sample, 1 μg of total RNA was poly-A tailed and reverse-transcribed with the NCode VILO miRNA cDNA synthesis kit (Invitrogen, USA) following the manufacturer’s instructions. The final cDNA product was diluted to 100 μL. qPCR was performed using the ViiA™ 7 Real-Time PCR system (Applied Biosystems, USA). In each 10 μL qPCR reaction (six biological replicates for each sample), 1 μL diluted cDNA template and primers (3 pmol of each forward and reverse) were mixed with SYBR^®^ Green reagent (iQ ^TM^ supermix, BioRad, USA). The forward miRNA primers were designed based on the full mature miRNA sequences (S9 Table). The reverse primer was the universal reverse primer provided in the NCode VILO miRNA cDNA synthesis kit. The qPCR running conditions were: 95°C for 2 min, followed by 40 cycles of 95°C for 15 s, 56/58/60°C for 15 s, and 70°C for 10 s, followed by 72°C for 10 min. Melting curve analysis was used to detect the specificity of the amplified product. The relative expression ratio was calculated using the comparative CT (^ΔΔ^ C_T_) method with GAPDH [GenBank: AF251217] as the reference gene.

### Target prediction, functional GO analysis and target qPCR

The putative mRNA targets of stress responsive novel miRNAs were identified using psRNA Target Server (http://plantgrn.noble.org/psRNATarget/) with the following parameters: prediction score cut-off value = 3.0, length for complementarity scoring = 20, and target accessibility = 25. Mature novel miRNA sequences were used as queries and the wheat DFCI gene index (TAGI) version 12 was used as the reference genome dataset [19]. All the predicted targets were evaluated using the functional enrichment analysis tool at Blast2GO (http://www.blast2go.com) [77,78]. BLASTX was employed to perform a homology search against the NR protein databases in NCBI to obtain the most significant BLAST hits for each target using the Blast function with Blast2GO. Default parameters were used in the mapping and annotation steps to obtain GO terms for each target transcript in Blast2GO. The annotation results were further improved by analysing conserved domains/families using the InterProScan function. GO terms for three categories (cellular component, molecular function and biological processes) were determined for each annotated target. All the annotated targets were classified on the basis of their GO term enrichments in each category. Seven selected functional targets were quantified using qPCR with the same cDNA libraries employed in the miRNA qPCR. Target qPCR was performed using the comparative CT (^ΔΔ^ C_T_) method with GAPDH as the reference gene [GenBank: AF251217]. Target primers were designed to include the predicted miRNA/mRNA binding region in the amplified product ensuring the quantification of uncleaved targets, in order to examine the correlation of miRNA and regulated targets. Target transcript sequences, primer locations and primer sequences are listed in S10 Table.

## Supporting Information

S1 Fig The length distribution of small RNA reads obtained by high-throughput sequencing in durum wheat. Only one representative library (from a total of 96 libraries) is shown. All sequencing reads were submitted to the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/), and are accessible under the accession number GSE69339.
(EPS) Click here for additional data file.

S2 Fig Predicted secondary structures of five novel durum miRNA hairpins that are responsive to water deficit stress. Mature miRNAs are highlighted in blue while miRNA* are highlighted yellow. The secondary structures of the novel durum wheat miRNA hairpins (A) Ttu-pre-miR007, (B) Ttu-pre-miR008, (C) Ttu-pre-miR038, (D) Ttu-pre-miR109, and (E) Ttu-pre-miR119 are shown.
(TIF) Click here for additional data file.

S3 Fig Species distribution of all BLAST hit alignments from the GO analysis. Identified target gene transcripts are searched in the species-specific entries registered in the GO database. Species distribution is based on the number of BLAST hits aligned in each species.
(TIF) Click here for additional data file.

S1 Table Sequencing reads and the output data obtained from the CLC Genomics workbench pipeline. Data is shown for 96 libraries presented in 16 different biological library pools (four genotypes × two tissue types × two treatments). CG = Control group; WG = Water deficit stress group; FL = Flag leaf libraries; H = Head libraries.
(XLS) Click here for additional data file.

S2 Table List of known microRNAs in durum wheat and their normalised reads in each library. CG = Control group; WG = Water deficit stress group; FL = Flag leaf libraries; H = Head libraries.
(XLS) Click here for additional data file.

S3 Table List of novel durum microRNA hairpins and their normalised reads in each library. CG = Control group; WG = Water deficit stress group; FL = Flag leaf libraries; H = Head libraries. The Hairpin Alignment Identifier is derived from the genome location information of the hairpin sequence in the IWGSC CSS (International Wheat Genome Sequencing Consortium’s Chromosomal Survey Sequences), as well as the alignment position and the length of the reads used to identify putative microRNA hairpins. The Hairpin Alignment Identifiers take the following form as an example: 1AL_3896362:3010–3120[21,21]. 1AL_3896362 = the sequence identifier in the IWGSC CSS, this is from chromosomal arm 1AL; 3010 = position of the first base of the hairpin within the IWGSC CSS; 3120 = position of the last base of the hairpin within the IWGSC CSS; [21,21] = the putative mature miRNA starts at position 21 in the hairpin and is 21 bp in length.
(XLS) Click here for additional data file.

S4 Table Conserved water deficit stress responsive miRNAs in durum wheat. Fold changes have been determined by comparing the RPM between the control treatment libraries and the water deficit stress treatment libraries in the flag leaf and the developing head of four durum wheat genotypes. Fold changes are shown when greater than 1.5 fold. Green values indicate that miRNA reads were more abundant in the water deficit treatment libraries. Red values indicate that the miRNA reads were more abundant in the control treatment libraries. CG = Control group; WG = Water deficit stress group; FL = Flag leaf libraries; H = Head libraries; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Gma = *Glycine max*; Hvu = *Hordeum vulgare*; Osa = *Oryza sativa*; Sbi = *Sorghum bicolor*; Tae = *Triticum aestivum*; Zma = *Zea mays*.
(XLS) Click here for additional data file.

S5 Table Fold-change of selected water deficit stress responsive miRNA candidates identified by Illumina sequencing and qPCR. Fold changes have been determined by comparing the RPM in Illumina sequencing or comparing relative expression ratio in qPCR between the control treatment and the water deficit stress treatment in different tissues of four durum wheat genotypes. Bold fold change value indicates that the miRNA was more abundant in the water deficit stress treatment libraries whereas unbolded fold change indicates that the miRNA was more abundant in the control treatment libraries. FL = Flag leaf libraries; H = Head libraries; CG = Control group; WG = Water deficit stress group; Be = EGA Bellaroi; Ta = Tamaroi; Tj = Tjilkuri; Ya = Yawa; Ath = *Arabidopsis thaliana*; Bdi = *Brachypodium distachyon*; Gma = *Glycine max*; Osa = *Oryza sativa*; Zma = *Zea mays*.
(XLS) Click here for additional data file.

S6 Table Predicted targets of four novel durum stress responsive miRNAs and their GO analysis results. Definitions: Column E (Expectation)–The expectation scoring of the complementarity between miRNAs and their targets. The maximum expectation threshold score was set at 3.0. Column F (Target Accessibility (UPE))–The maximum energy required to open (unpair) the secondary structure around the target site on the target mRNA. Column O (Multiplicity)–Multiplicity of the target site representing the number of target sites within a specific target transcript.
(XLS) Click here for additional data file.

S7 Table Combined Gene Ontology classification in GO levels of 130 predicted targets of four novel miRNAs. Definitions: Column A (Level)–The GO level represents the position of a GO term in the GO hierarchy. The level of a GO term is the number of GO terms between that term and the Root Term of the Ontology. Column E (Node score)–The node score is the sum of sequences directly or indirectly associated to a given GO term weighted by the distance of this term to the term of its direct annotation, i.e. the GO term the sequence is originally annotated to. This confluence score takes into account the number of sequences converging at one GO term and at the same time penalises by the distance to the term where each sequence was actually annotated. Column F (%Seq)–The percentage of sequences annotated with a particular GO term among all the sequences annotated within the same GO level. Column G (#Seq)–The number of target sequences annotated with that particular GO term.
(XLS) Click here for additional data file.

S8 Table Fold-change of seven selected functional targets of Ttu-miR008 quantified by qPCR. Green values indicate that the targets were up-regulated under water deficit stress, while red values indicate that the targets were down-regulated under water deficit stress. Bold fold change values indicate negative correlation with Ttu-miR008. FL = Flag leaf libraries; H = Head libraries.
(XLS) Click here for additional data file.

S9 Table Forward primers used in qPCR validation of seven conserved and three novel miRNAs in durum. Each forward primer was designed based on the full sequence of the mature miRNA.
(XLS) Click here for additional data file.

S10 Table Target transcript sequences, primer locations and primer sequences used in qPCR validation of seven selected target genes. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

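Small RNA libraries were made from the flag leaf and the developing head of 48 durum wheat plants, 6 plants for each of 4 genotypes and 2 treatments in each tissue, which gives 96 libraries in 16 groups. The stress lasted 15 d at 6% soil water content, against 12% in the control group. Each library was assigned to its genotype, tissue, treatment, season and plant by the sample labels alone, and 0 columns of the files were left without a library.

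The conserved miRNA file holds RPM, which the authors made by trimming the reads, counting unique small RNAs, aligning them with mature miRNAs of plant species in miRBase with mismatches allowed, dividing by all small RNA reads of the library and keeping miRNAs above 2 RPM in at least 48 libraries. The hairpin file holds log2 CPM, which the authors deposited for each library after placing filtered reads on the bread wheat survey sequence, folding and checking candidate hairpins and keeping the 159 without a miRBase match. How reads were counted per hairpin is not given in the sources used here. The replicates are separate in both files. The interaction test of the paper ran over 237 hairpins, and the 78 with a known mature miRNA are not analysed here, so adjusted p values for the 159 are not those of the full set. The quantitative PCR and the raw reads are not analysed here.

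All RPM values above 0, 10451 in number, were whole multiples of 1 step per library, to within 0.01 reads, which gives library depths from 0.61 M to 36.12 M reads (M, mega) with a median of 5.22 M. In the shallowest library 1 read is worth more than 1 RPM and in the deepest far less, so values of a few RPM are coarse in the shallow libraries. There were 4 libraries under 1 M reads and 11 over 10 M. The highest correlation between any pair of libraries was 0.996. In the hairpin file the lowest value of each library was taken as a count of 0, and such values were used as they stand.

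Fold changes follow the criteria of the paper: the ratio of mean RPM over 6 libraries, a value of 0 set to 0.01, a fold change above 1.5 and at least 10 RPM in 1 of the groups. Comparisons were tolerant against sensitive genotype in the 2 pairs, head against flag leaf, and water deficit against control, 8 comparisons each. In addition limma was fitted to log2(RPM + 1), with trended empirical Bayes variances, over the 48 libraries of a tissue for genotypes and treatments and over 96 libraries for tissues, and p values were adjusted by Benjamini-Hochberg over the 110 miRNAs of each comparison, at 0.05. The interaction of tolerance and treatment was fitted with tissue as an additive term over 96 libraries, for the hairpins on the deposited scale and for the conserved miRNAs on log2(RPM + 1). Totals and depths of 6 against 6 libraries were compared by two-sided exact permutation tests. Correlations between the organs of plants used 100000 permutations of the plants.

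The miRNAs and hairpins named are those the text of the paper names with a value or direction, those of its Tables 3 and 4 and S4 and S5 Tables where a statement rests on them, and the results with the smallest p in each family, whichever way they came out. The tables of the paper were seen before the values were computed. The flag leaf and the head of 1 plant are paired by the plant number in the labels. Whether replicates with the same season and letter belong together across groups was checked from the correlations of libraries within and between labels, and the letters showed no pairing beyond the season.

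The test was tried on simulated data, 10 simulations of 110 miRNAs with 20 changed in each. Means came from the control group of the comparison, the spread of each miRNA was pooled over all 16 groups, and values varied independently. For a log2 change of 1, limma recovered 40.5% in EGA Bellaroi heads and 33.5% in Yawa flag leaves, with false calls for 0.56% and 0.22% of the unchanged miRNAs, and for a change of 2 it recovered 92.5% and 91%, with 1.56% and 0.44%. For an interaction of -1.5 in the hairpins it recovered 74.5%, with 0.5% false calls.

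The alternatives tried were group medians, geometric means or pooled reads in place of means, other minimum RPM and fold thresholds, median-ratio scaling of the libraries over the listed miRNAs, single seasons, season as a covariate, the replicate or the plant as a block, other pseudocounts, variance models and adjustments, models of single tissues or pairs of genotypes, and leaving out each replicate in turn. A voom alternative on whole reads and other tests on counts were not run. Samples were never grouped by a measured value.

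The software was Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and statmod 1.5.0.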

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

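The tests of library size, of other groupings of the genotypes and of scaling for the interaction were chosen after the results were seen. So was the test of Yawa heads against the other heads, while that of scaling for single libraries was set before. Single libraries are named below where the gap between the highest or lowest of 6 libraries and its neighbour was above Dixon's critical share of the range of the group, which happens by chance in about 1 in 20 groups.

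In the total over the conserved miRNAs 3 libraries stood apart. They were Tjilkuri stressed head 1c at 11636 RPM (others 17022 to 19798), Tjilkuri control flag leaf 1a at 47973 RPM (others 28239 to 33399) and Yawa stressed flag leaf 2c at 13510 RPM (others 27778 to 39912). In depth 5 did: EGA Bellaroi control head 1c at 36.12 M reads (M, mega), Tamaroi control head 2b at 17.67 M, Tamaroi control flag leaf 2b at 3.66 M, Tjilkuri control head 2a at 0.74 M and Yawa stressed head 1c at 2.85 M. No biological explanation of these was tested.

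Among the named miRNAs 11 of 176 groups had such a library, close to the number chance gives. Low were Osa-miR5077 in Tamaroi control flag leaf 2b at 125.7 RPM (others 199.2 to 255.8), Osa-miR5071 in Tamaroi control head 1b at 2.6 RPM (others 35.3 to 69.1), in Tamaroi control flag leaf 1c at 9.5 RPM (others 46.8 to 78.4) and in Yawa control head 1c at 39.7 RPM (others 102 to 156.8), Tae-miR156 in Tamaroi control head 1b at 3.3 RPM (others 12.5 to 20.9) and Bdi-miR5200 in Tamaroi control flag leaf 1c at 25.7 RPM (others 119.8 to 179.9). Also low were Ath-miR167d in Yawa stressed flag leaf 2c at 18.1 RPM (others 59.8 to 97.5), Bdi-miR5054 in EGA Bellaroi stressed head 2a at 5.1 RPM (others 12.7 to 17.1) and Bdi-miR528 in Tamaroi control head 1b at 0 RPM (others 6.4 to 21.3). High were Bdi-miR171d in Tamaroi control flag leaf 1b at 4.4 RPM (others 2.3 to 2.7) and Ath-miR167d in EGA Bellaroi stressed flag leaf 1a at 318.3 RPM (others 22.1 to 59.2). After median-ratio scaling 6 of the 11 were left, so normalization to all small RNA reads is not the whole explanation. Over all listed miRNAs 145 of 1760 groups had such a library, 8.24 per 100.

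Among the named hairpins 8 of 112 groups had one, on the log2 CPM scale. These were Ttu pre-miR038 in Tamaroi control flag leaf 1c at 5.55 (others 6.32 to 6.50) and in Tjilkuri control head 1a at 5.71 (others 5.87 to 5.96), Ttu pre-miR109 in Tjilkuri stressed head 1a at -1.83 (others -0.59 to -0.14), Ttu pre-miR119 in EGA Bellaroi stressed flag leaf 1a at -2.57 (others 0.15 to 0.55) and in Tjilkuri stressed head 1a at -1.83 (others -0.66 to -0.14), Ttu pre-miR077 in Tamaroi control head 1c at 2.07 (others 2.84 to 3.21) and in Tamaroi control flag leaf 1c at 3.14 (others 3.86 to 4.28), and Ttu pre-miR019 in Tjilkuri stressed flag leaf 1a at 2.17 (others 1.20 to 1.35). Chance gives about 1 in 20 groups here too. Of these 19 miRNA and hairpin libraries 6 were the smallest or largest of their group (binomial p = 0.65), so whether library size plays a part cannot be told apart from chance.

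Under water deficit the RPM values of conserved miRNAs changed differently in Yawa heads than in the other heads. In a limma test of the difference itself 57 miRNAs were called, all lower in Yawa, with 63 at an unadjusted p under 0.05, and after median-ratio scaling 11 were called, 10 of them lower. Which technical and biological explanations stay open is weighed in the observations, where 11 miRNAs lower before and after scaling are described.

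The tolerance × treatment interaction differed from 0 for 28 conserved miRNAs and for Ttu pre-miR008 (-2.13), Ttu pre-miR019 (-1.16), Ttu pre-miR038 (-0.72) and Ttu pre-miR077 (-1.02), with the organs of a plant taken as independent. With them as correlated (0.42 and 0.22) limma called 3 conserved miRNAs and 2 hairpins, Ttu pre-miR008 and Ttu pre-miR077. With the genotypes grouped otherwise limma called at most 6 conserved miRNAs (37 at an unadjusted p under 0.05) and 0 hairpins (17 at an unadjusted p under 0.05, no other tool was run), so any grouping of the genotypes does not give as many. With Tamaroi and EGA Bellaroi only, without the stressed Yawa heads alone or any other Yawa library, 0 conserved miRNAs were called, which may mean that the count rests on Yawa. Of the 28 calls 4 were shared with library median scaling, so normalization cannot be told apart from a response for the others, as a smaller share of miRNA reads and a lower RPM of each miRNA look alike. Tolerance stays open as an untested biological explanation, with 2 genotypes on each side. Without replicates 1a, 2a, 2b and 2c the conserved count was 0, 4, 1 and 3 and the hairpin count 1, 2, 1 and 0, and without 1c they were 45 and 14.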

How the results depend on the processing

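The alternatives were set before the data were examined, apart from counting miRNAs lower in Yawa heads and past the criteria in no other head comparison. The tests weighing a cause of a change and the counts of other splits of the samples are in the other parts, and the cause of the changes given here was not tested unless it is named there. A voom alternative on read counts was not run. Of 356 values of 21 counts 285 stayed within 1.5 times the first value and 71 moved further, and the named results gave 1384 similar fold changes of 1464, with 64 moved and 16 reversed from past the criteria. Of 2187 log2 changes of named results 79 were reversed, 46 were weaker and 18 stronger, and of 225 interaction terms 69 were weaker, 7 stronger and 1 reversed.

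With the replicate (season and letter) as a block, limma called 32 miRNAs for genotypes, 60 for treatments (all 60 in Yawa heads), 3 hairpins and 21 conserved miRNAs for the interaction, and with the plant as a block 103 for tissues. The replicate letters share only a number between groups, so that block removes season and little else. The mean correlation of libraries with the same label was 0.056 in flag leaves and 0.111 in heads, against 0.076 and 0.107 for the same season and another letter. With the organs of a plant as correlated (0.22 in the hairpins and 0.42 in the conserved miRNAs), 2 hairpins and 3 conserved miRNAs were called for the interaction.

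Of the fold change criteria, a threshold of 2 left 34 miRNAs for genotypes, 30 for treatments, 18 lower in Yawa heads and not in the sensitive heads, and 19 in all 3 sets. With no minimum RPM the Yawa number was 69, with median-ratio scaling 13, and by the setting added later 27. Median-ratio scaling gave 15 head and 21 flag leaf miRNAs in all 8 comparisons. Detection above 2 RPM in every library left 40 miRNAs. As replicates were left out in turn the numbers ran from 70 to 82 for genotypes, 60 to 76 for treatments, 87 to 88 for tissues, 7 to 9 and 36 to 43 for the head and the flag leaf in all 8 comparisons, 29 to 46 for Yawa, 53 to 70 for all 3 sets and 108 to 110 for detection.

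Of limma's counts, the 38 for genotypes became 25 with a pseudocount of 5 RPM, 4 with median-ratio scaling, 12 with only the groups compared, 4 with adjustment over all 8 comparisons, and 0 in season 1 against 30 in season 2. The 61 for treatments became 37 with a minimum of 10 RPM, 15 with median-ratio scaling, 26 with only the groups compared, 16 with adjustment over all 8 comparisons, and 0 in season 1 against 55 in season 2. For Yawa heads alone these were 37, 13, 26, 15, 0 and 54. In Yawa flag leaves 1 miRNA was called with a pseudocount of 0.1 RPM, 3 with median-ratio scaling and 1 with adjustment over all 8 comparisons. In EGA Bellaroi flag leaves 1 was called with only the groups compared, and in EGA Bellaroi and Tamaroi heads 1 each in season 2. Leaving out replicates in turn gave 4 to 53 for genotypes (6 without 1a, 9 without 2b, 4 without 2c), 87 to 90 for tissues and 1 to 69 for treatments (2 without 1a, 3 without 2b, 1 without 2c). It gave 0 to 67 in Yawa heads (2 without 1a, 0 without 2b, 1 without 2c), 0 to 3 in EGA Bellaroi flag leaves (3 without 2b), 0 to 6 in Yawa flag leaves (6 without 1c) and 0 to 1 in Tamaroi heads (1 without 1c).

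The 4 hairpins with an interaction became 9 with genotype as the main effect, 0 in flag leaves alone, 1 in heads alone, 0 with Tamaroi and EGA Bellaroi only, 4 with Yawa and Tjilkuri only, 2 with library median scaling, 0 in season 1, 21 in season 2 and 24 at an unadjusted p under 0.05. The 28 conserved miRNAs became 0 in flag leaves alone, 0 in heads alone, 0 with Tamaroi and EGA Bellaroi only, 6 with library median scaling, 2 in season 1, 48 in season 2, 18 with a pseudocount of 5 RPM and 47 at an unadjusted p under 0.05. Leaving out replicates gave 0 to 14 hairpins (1 without 1a, 14 without 1c, 2 without 2a, 1 without 2b, 0 without 2c) and 0 to 45 conserved miRNAs (0 without 1a, 45 without 1c, 4 without 2a, 1 without 2b, 3 without 2c).

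Reversals of fold changes are listed only for those past the criteria to begin with, and smaller ones changed direction too, such as Zma-miR528a in Tjilkuri heads, 5.10 by medians. The reversed fold changes (stressed over control unless a pair is named) in season 1 alone were Osa-miR5077 (Tamaroi over EGA Bellaroi, head, control) 0.902, Osa-miR5077 (Tamaroi over EGA Bellaroi, head, stress) 0.951, Bdi-miR5200 (Tamaroi over EGA Bellaroi, head, control) 2.98, Bdi-miR5200 (Tamaroi head) 1.04, Ath-miR167d (Yawa head) 1.09, Bdi-miR5054 (Yawa head) 1.12, Bdi-miR528 (Tamaroi flag leaf) 0.688, Osa-miR5071 (EGA Bellaroi head) 0.886. By group medians they were Bdi-miR5200 (Yawa over Tjilkuri, flag leaf, control) 1.63, Bdi-miR5200 (Tamaroi over EGA Bellaroi, head, control) 1.09, Bdi-miR5200 (Tjilkuri flag leaf) 1.14, Bdi-miR528 (Tamaroi flag leaf) 0.934, by group geometric means Bdi-miR5200 (Tamaroi head) 1.02, and with median-ratio scaling Gma-miR408d (Yawa head) 1.23, Ath-miR167d (Yawa head) 1.11. With replicates left out the fold change ran, with the replicates that reverse it in brackets, as Bdi-miR5200 (Tamaroi head) 0.401 to 1.19 (2a). Of the reversed results 2 were limma calls to begin with, Bdi-miR5054 in Yawa heads, whose log2 change in season 1 was -0.21, and the interaction of Bdi-miR7757, which was 0.11 in season 1.

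Reversed log2 changes in season 1 alone were Osa-miR5077 (Tamaroi over EGA Bellaroi, head, control) -0.30, Osa-miR5077 (Tamaroi over EGA Bellaroi, head, stress) -0.10, Bdi-miR5200 (Yawa over Tjilkuri, flag leaf, stress) 0.44, Bdi-miR5200 (Tamaroi over EGA Bellaroi, head, control) 0.51, Gma-miR408d (Tamaroi flag leaf) -0.05, Bdi-miR7757 (EGA Bellaroi head) -0.65, Bdi-miR7757 (Tjilkuri head) -0.14, Bdi-miR7757 (Tamaroi head) 0.28, Bdi-miR5200 (Tamaroi head) 0.99, Ath-miR167d (EGA Bellaroi flag leaf) 0.01, Ath-miR167d (EGA Bellaroi head) -0.07, Bdi-miR5054 (Tjilkuri flag leaf) 0.07, Bdi-miR528 (Tamaroi flag leaf) -0.15, Osa-miR5071 (EGA Bellaroi head) -0.09, Bdi-miR159-5p (Tjilkuri flag leaf) -0.06, Bdi-miR159-3p (Tjilkuri head) -0.04, Zma-miR159a (Tjilkuri flag leaf) -0.18, Ath-miR159b (Tjilkuri flag leaf) -0.03, Ath-miR159b (Tjilkuri head) -0.25, Ath-miR159c (Tjilkuri head) -0.08, Zma-miR159c (Tjilkuri head) -0.27. In season 2 alone they were Osa-miR5071 (Tamaroi over EGA Bellaroi, head, control) 1.25, Bdi-miR5200 (EGA Bellaroi flag leaf) -0.14, Ath-miR167d (Yawa flag leaf) -0.39, Bdi-miR5054 (Tamaroi head) -0.22, Osa-miR5071 (Tjilkuri flag leaf) -0.03, Osa-miR5071 (Tamaroi flag leaf) -0.45, Osa-miR5071 (Tamaroi head) -0.20, Bdi-miR159-5p (Tjilkuri head) 0.00, Ath-miR159a (Tjilkuri flag leaf) -0.04, Tae-miR159b (Tjilkuri flag leaf) -0.11. With median-ratio scaling they were Bdi-miR5200 (Yawa over Tjilkuri, flag leaf, stress) 0.13, Ath-miR167d (EGA Bellaroi head) -0.29, Osa-miR5071 (Tjilkuri flag leaf) -0.03, Zma-miR159a (Tjilkuri flag leaf) -0.04, Ath-miR159a (Tjilkuri flag leaf) -0.02, Ath-miR159b (Tjilkuri flag leaf) -0.01, Tae-miR159b (Tjilkuri flag leaf) -0.10, and with a pseudocount of 0.1 RPM Bdi-miR5200 (Tamaroi head) 0.00. With replicates left out the log2 changes ran, with the replicates that reverse them in brackets, as Osa-miR5071 (Yawa over Tjilkuri, flag leaf, stress) -1.02 to 0.14 (1a/2c), Osa-miR5071 (Tamaroi over EGA Bellaroi, head, control) -0.67 to 0.74 (1b), Bdi-miR5200 (Yawa over Tjilkuri, flag leaf, stress) -0.54 to 0.26 (1a/2c), Bdi-miR7757 (Tjilkuri head) -0.06 to 0.30 (1a/2b/2c), Bdi-miR7757 (Tamaroi head) -0.72 to 0.17 (1a), Zma-miR528a (Tamaroi flag leaf) -0.33 to 0.10 (1a/2b), Bdi-miR5200 (Tamaroi head) -0.66 to 0.53 (1a/2a/2c), Ath-miR167d (EGA Bellaroi flag leaf) -0.53 to 0.15 (1b/2b), Ath-miR167d (Tamaroi flag leaf) -0.02 to 0.36 (1a), Ath-miR167d (EGA Bellaroi head) -0.29 to 0.46 (1a/2b/2c), Ath-miR167d (Tamaroi head) -0.18 to 0.27 (1b), Bdi-miR5054 (Tjilkuri flag leaf) -0.33 to 0.15 (1c/2b), Bdi-miR5054 (Tjilkuri head) -0.25 to 0.01 (2a), Bdi-miR5054 (Tamaroi head) -0.42 to 0.28 (1b), Bdi-miR528 (Tjilkuri head) -0.06 to 0.57 (2b), Osa-miR5071 (Tjilkuri flag leaf) -0.05 to 0.17 (1c), Osa-miR5071 (Tamaroi flag leaf) -0.34 to 0.24 (1c), Osa-miR5071 (Tamaroi head) -0.17 to 0.74 (1b), Zma-miR159a (Tjilkuri flag leaf) -0.06 to 0.13 (2b/2c), Zma-miR159a (Tjilkuri head) -0.34 to 0.04 (2c), Ath-miR159a (Tjilkuri flag leaf) -0.01 to 0.25 (2c), Ath-miR159b (Tjilkuri flag leaf) -0.07 to 0.15 (2c), Ath-miR159b (Tjilkuri head) -0.04 to 0.30 (2c), Tae-miR159b (Tjilkuri flag leaf) -0.08 to 0.12 (1b/1c/2c), Tae-miR159b (Tjilkuri head) -0.02 to 0.25 (1a), Osa-miR159f (Tjilkuri head) -0.16 to 0.01 (2c).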

Differences from the paper's values

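No test of a cause is given here, and 1 setting was added after the result was seen, as named below.

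The paper gives 26 miRNAs lower in stressed heads of Yawa only, and the number here was 41, counting those past the criteria downwards in Yawa and not downwards in either sensitive genotype. Of the alternatives set before the data were examined, pooled reads (39), a minimum of 20 RPM (33), season 1 (28), season 2 (39), a threshold of 2 (18) and leaving out replicate 1a (29), 2b (29) or 2c (29) came within 1.5 times the paper's number. Group medians (43), geometric means (46), no minimum RPM (69), median-ratio scaling (13) and leaving out replicate 1b (43), 1c (44) or 2a (46) did not. Counting miRNAs past the criteria in no other head comparison gave 27, a setting chosen after seeing the values, of which 26 are listed for the Yawa head in S4 Table; the paper does not name its 26, so how many of them it drops is not known.

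The other counts differed by less than 1.5 times. The paper gives 70 miRNAs for genotypes (72 here, 70 without replicate 2c), 86 for tissues (88 here), 37 for the flag leaf (38 here, 37 without replicate 1b, Zma-miR156k being absent from Table 4), 66 for treatments (67 here) and 57 for all 3 sets (59 here). The miRNA past the treatment criteria here and absent from S4 Table is Bdi-miR319b, 1.52-fold lower in the stressed Yawa head. S4 Table gives 1.52066 for Ath-miR319b there, which was 1.487 here, so the printed value could be that of Bdi-miR319b.

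The paper calls 5 hairpins in Fig 6B and limma called 4 here, over 159 in place of 237 hairpins. The same number, 5, came out when hairpins with a mean log2 CPM above 0 alone were tested and without replicate 1b, a match in number only. The former leaves Ttu pre-miR008, Ttu pre-miR109 and Ttu pre-miR119 out of the test and calls Ttu pre-miR038 alone of the paper's 5, and the latter calls 4 of them. Ttu pre-miR007, Ttu pre-miR109 and Ttu pre-miR119 were not called here. Season 2 alone calls all 3, leaving out replicate 1b calls Ttu pre-miR007 and Ttu pre-miR109, and leaving out 1c or using genotype as the main effect calls Ttu pre-miR109. Ttu pre-miR077 and Ttu pre-miR019 were called here and are not in the figure.

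Of the tables, 85 of 85 folds in Table 3, 360 of 368 in Table 4, 140 of 141 in S4 Table and 51 of 52 in S5 Table lay within 1% of the values here. In Table 4 the folds of Sbi-miR160f are those of Tae-miR164, 1.77, 2.04, 2.2, 2.23, 2.13, 2.51, 2.23 and 1.57 in the order of the table, while the files give 3.72, 2.88, 2.99, 2.10, 3.57, 3.46, 3.14 and 4.08 for Sbi-miR160f, higher in the flag leaf. By geometric means the Yawa control value is 2.23. In S5 Table the fold of Gma-miR408d in EGA Bellaroi flag leaves is 2.097, and it was 4.33 here, whose log2 is 2.11, within 1% of the printed value, so that cell may be on the log2 scale. The SD of the fold was above both. S1 Table gives 15048062 total reads for stressed EGA Bellaroi heads, fewer than its 17194123 trimmed reads, a value that total reads cannot have.

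The paper states that Gma-miR408d rose in flag leaves of all genotypes. The mean rose in each, but in Tamaroi by 1.44-fold, below the criteria. The paper states that Bdi-miR7757 rose in sensitive and fell in tolerant heads, and the means had those directions (1.43 and 1.14 against 0.677 and 0.297), with the Yawa change alone past the criteria. The paper states that miR5200 was more abundant in the sensitive genotypes in control and in stressed libraries. By means Bdi-miR5200 was in 8 of 8 comparisons, though the ratio of Yawa to Tjilkuri in stressed flag leaves, a pair Table 3 leaves blank, was 0.993. By medians the tolerant to sensitive ratio was 1.63 in control and 1.12 in stressed flag leaves of Yawa and Tjilkuri and 1.09 in control heads of Tamaroi and EGA Bellaroi. In the other comparisons the ratio of medians lay between 0.069 and 0.651, higher in the sensitive genotype. The paper states a rise of miR159 in Tjilkuri; Zma-miR159c rose 1.74-fold in flag leaves there, while the most abundant member, Tae-miR159b, was at 1.02. For Zma-miR528a in Tjilkuri heads the fall in the mean (1.22-fold) stands beside a rise of 5.10-fold in the median.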

Other observations

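In Yawa heads the tests of depth, length classes, season and the counting of Approach 1 were chosen after the result was seen, as were those of the plant pairs, of season within plants, of random families, of the D genome, of Bdi-miR5200, of all splits of the samples and of the miRNAs lower after scaling, and the other tests of scaling, of leaf and head swaps and of near-identical sequences were set earlier.

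Conserved miRNAs were lower in stressed Yawa heads, 61 of 110 by limma. A difference in depth is argued against as the whole cause, since the total of conserved miRNAs differed between stressed and control Yawa heads by a log2 difference of -0.85, and by -0.87 (exact permutation p = 0.011) without its trend with depth, which had a slope of -0.05 within the other 14 groups. So is a swap of flag leaf and head samples, with 0 stressed Yawa heads within the range of the flag leaves (lowest head to leaf log2 ratio 5.72, highest in any flag leaf -0.98). The counting of Approach #1 is argued against too, since the hairpins of Approach #2 had a median log2 change of -0.32. The median over hairpins within each library, a separate measure, differed between stressed and control heads (exact permutation p = 0.035). A difference between the seasons is argued against as the whole cause. Each group holds 3 libraries of each season, and a split of the Yawa heads by season gave 0 calls. Whether a single season carries most of the change stays open. The median log2 change was -0.61 in season 1, where replicate 1a alone had a total below all controls, and -1.28 in season 2. A shift between length classes stays open, the change being -1.02 for 20 to 22 nt and -0.60 for 23 and 24 nt miRNAs (permutation p = 0.051). Normalization to all small RNA reads cannot be told apart from a loss of miRNAs for most of the 61, since a rise of other small RNAs lowers every RPM, and 11 were called lower before and after scaling. For those 11 miRNAs the fall was larger than the shift that scaling removes. They were picked by that same result, so it is not a separate test of normalization. Tolerance and the stress response of Yawa stay open as untested biological explanations. Over 100 splits of the 12 libraries 1 gave as many calls in Yawa heads, the real one, so chance can be excluded at a share of 0.05, though another split gave 58 and Yawa heads were singled out from 8 comparisons. A split by season gave 0 calls there (1 in Tamaroi heads). Leaving out replicate 1a, 2b or 2c of every group left 2, 0 or 1 calls, so the count rests on replicates 1a, 2b and 2c.

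For the 8 treatment comparisons together, 2 of 100 splits gave as many calls, for tissues 1 of 100, for the hairpin interaction 4 of 100 and for the conserved interaction 1 of 100, so chance can be excluded at a share of 0.05. It is excluded narrowly for the hairpins and the treatments, where a chance split gave 7 calls against 4 and 63 against 61. For genotypes 5 of 100 did, so chance cannot be excluded. The interaction counts take the organs of a plant as independent. With them as correlated 2 hairpins and 3 conserved miRNAs were called, and these smaller counts were not set against splits. In the 7 treatment comparisons with 0 limma calls (between 3 and 15 at an unadjusted p under 0.05), 100 of 100 splits gave as many, which any split must, so this says nothing about chance.

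More miRNAs were higher in the flag leaf than in the head in all 8 comparisons. After scaling 21 were higher in the flag leaf and 15 in the head, so normalization cannot be told apart from a true excess in the flag leaf. Length classes stay open too (Fisher's exact p = 0.48, with 1 of 9 head and 2 of 38 flag leaf miRNAs of 23 or 24 nt). The tissue is an untested biological explanation.

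Levels of many miRNAs were shared by the flag leaf and the head of a plant. Over 48 plants 38 miRNAs correlated (103 of 110 positive, median r = 0.35, smallest permutation p = 1e-05, the smallest possible), so chance pairing is argued against, and 35 of the 38 also correlated with median-ratio scaling. Season is argued against as the whole cause, since within seasons 104 of 110 stayed positive with a median r of 0.32 (permutation p = 0.0003), although 17 of the 38 passed the threshold there. No biological explanation was tested.

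Bdi-miR397b, Zma-miR398b, Gma-miR408d and Zma-miR528a varied together between plants, with a mean correlation of 0.89 (pairs 0.87 to 0.93) over 96 libraries. Of 10000 random sets of 4 families 0 correlated as much, but these 4 were picked for varying together, so this does not say how unusual they are, and any 4 families picked in that way cannot be told apart from families with a link. Normalization to all small RNA reads is argued against, since the mean correlation was 0.87 after median-ratio scaling, which took the median of random sets from 0.26 to 0.01. Reads shared between near-identical sequences are argued against, since any pair differs by at least 12 bases. A shared regulator is a candidate explanation that was not tested.

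Of the 159 hairpins 53 lie on D genome sequences, which durum wheat lacks. Their mean log2 CPM did not differ from that of A and B genome hairpins (permutation p = 0.25, medians 0.55, -0.20 and -0.19 for A, B and D). A test of abundance cannot tell reads shared with A or B genome copies from sequences wrongly assigned to the D genome. For some, equal values go with shared reads. Ttu pre-miR059 (2DL) had the same mean log2 CPM, 7.28, as Ttu pre-miR033 (2AL) and Ttu pre-miR045 (2BL). For the D genome hairpins as a whole the question stays open.

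Bdi-miR5200 was high in some plants of the sensitive genotypes. A mix-up of 1 library is argued against, since the flag leaf and head values correlated over the 24 plants of these genotypes (r = 0.83 within groups, permutation p = 0.00016). The same plant was highest in both tissues in 2 of the 4 sensitive groups and in 5 of all 8. An exchange of whole plants was not tested. Normalization is argued against, since the highest control Tjilkuri flag leaf was 46 times the median before scaling and 60 times after it. No biological explanation was tested.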
